# KDM6 Demethylase Independent Loss of Histone H3 Lysine 27 Trimethylation during Early Embryonic Development

**DOI:** 10.1371/journal.pgen.1004507

**Published:** 2014-08-07

**Authors:** Karl B. Shpargel, Joshua Starmer, Della Yee, Michael Pohlers, Terry Magnuson

## Abstract

The early mammalian embryo utilizes histone H3 lysine 27 trimethylation (H3K27me3) to maintain essential developmental genes in a repressive chromatin state. As differentiation progresses, H3K27me3 is removed in a distinct fashion to activate lineage specific patterns of developmental gene expression. These rapid changes in early embryonic chromatin environment are thought to be dependent on H3K27 demethylases. We have taken a mouse genetics approach to remove activity of both H3K27 demethylases of the *Kdm6* gene family, *Utx* (*Kdm6a*, X-linked gene) and *Jmjd3* (*Kdm6b*, autosomal gene). Male embryos null for active H3K27 demethylation by the *Kdm6* gene family survive to term. At mid-gestation, embryos demonstrate proper patterning and activation of *Hox* genes. These male embryos retain the Y-chromosome UTX homolog, UTY, which cannot demethylate H3K27me3 due to mutations in catalytic site of the Jumonji-C domain. Embryonic stem (ES) cells lacking all enzymatic KDM6 demethylation exhibit a typical decrease in global H3K27me3 levels with differentiation. Retinoic acid differentiations of these ES cells demonstrate loss of H3K27me3 and gain of H3K4me3 to *Hox* promoters and other transcription factors, and induce expression similar to control cells. A small subset of genes exhibit decreased expression associated with reduction of promoter H3K4me3 and some low-level accumulation of H3K27me3. Finally, *Utx* and *Jmjd3* mutant mouse embryonic fibroblasts (MEFs) demonstrate dramatic loss of H3K27me3 from promoters of several *Hox* genes and transcription factors. Our results indicate that early embryonic H3K27me3 repression can be alleviated in the absence of active demethylation by the *Kdm6* gene family.

## Author Summary

H3K27me3 represses developmental genes at initial embryonic stages. The KDM6 family, comprised of UTX and JMJD3, are the only known proteins that demethylate H3K27me3 and they are hypothesized to catalyze the rapid removal of repressive chromatin in early mammalian development. However, we report that male embryos carrying mutations in both *Utx* and *Jmjd3* survive to term and appear phenotypically normal at mid-gestation. We utilize several cell culture models to demonstrate that H3K27me3 is lost from repressed promoters in the absence of active KDM6 demethylation. Our data indicate that KDM6 H3K27me3 demethylation is not essential in the early embryo and that H3K27me3 loss from developmental genes occurs via novel mechanisms.

## Introduction

The mammalian embryo undergoes drastic changes in cellular specification and gene expression programs throughout development. These changes are facilitated by post-translational modifications to histones, which provide an epigenetic mechanism to coordinate initiation and maintenance of lineage specific transcriptional profiles that can be inherited through multiple cellular divisions. In embryonic stem cells and other pluripotent progenitors, crucial developmental genes are maintained in a quiescent state. A bivalent epigenetic signature defines this large class of genes. These promoters are maintained in a repressive chromatin state through histone H3 lysine 27 trimethylation (H3K27me3), however the presence of an active chromatin modification (H3K4me3) suggests that these genes are poised for rapid induction as development dictates [1]–[4]. Bivalent promoters have been identified in ES cells, the early embryo, lineage progenitors, and the germline [4]–[15]. With specification or differentiation, these bivalent promoters can be resolved to either a univalent H3K4me3 active state or a H3K27me3 repressed state. In numerous cell culture model systems, histone demethylases are required to remove H3K27me3 to promote gene activation, suggesting that H3K27me3 demethylation is essential in embryonic development [16]–[30].

H3K27me3 demethylases are members of the KDM6, Jumonji-C (JmjC) domain family of histone demethylases. The three KDM6 proteins, JMJD3 (KDM6B, encoded by an autosomal gene), UTX (KDM6A, X-chromosome), and UTY (Y-chromosome), all share a well-conserved JmjC histone demethylation domain [31]. Within this protein family, JMJD3 and UTX demethylate H3K27 tri-methyl and di-methyl residues, whereas human UTY demonstrates greatly reduced catalytic activity [27], [31]–[34]. Mouse UTY, despite maintaining 82% similarity to the X-chromosome homologue UTX, does not demethylate H3K27me3 due to mutations in the catalytic active site of its JmjC domain [31].

UTX and JMJD3 are individually involved in early embryonic specification events in cell culture [17]–[19], [22], [32], leading to the hypothesis that H3K27me3 demethylases function in early embryonic differentiation events. However, mouse mutagenesis suggests otherwise, as embryos deficient for individual demethylases survive to term. *Jmjd3^−/−^* homozygotes exhibit post-natal lethality due to neonatal respiratory deficits [35]. *Utx^−/y^* hemizygous males survive to adulthood and exhibit a normal lifespan [31]. In contrast, mutation of the Polycomb Repressive Complex 2 (PRC2) that methylates H3K27 yields precocious expression of early embryonic developmental genes and arrest in gastrulation [36]–[39]. *Utx^−/−^* homozygous females and *Utx^−^;Uty^−^* hemizygous males are both mid-gestational lethal with developmental delay and defects in embryonic heart development [31]. Therefore, the mid-gestational cardiovascular lethality that is driven by loss of UTX/UTY is due to demethylase independent function of these proteins. It is not clear if an early embryonic demethylase dependent function exists for the KDM6 family as some redundancy may exist between JMJD3 and UTX.

To study the role of the KDM6 family in early embryonic development we generated mutations designed to eliminate all KDM6 H3K27me3 demethylase activity in the developing mouse embryo. Male *Utx^−/y^;Jmjd3^−/−^* embryos devoid of KDM6 H3K27 demethylation survived to term. Mid-gestational *Utx^−/y^;Jmjd3^−/−^* embryos appeared phenotypically normal with characteristic features of embryonic day 10.5 (E10.5) embryos. We utilized several model systems (embryoid body, retinoic acid, mouse embryonic fibroblasts) to demonstrate that H3K27me3 can be removed from the promoters of repressed genes in the absence of active KDM6 demethylation. We conclude that KDM6 demethylases are not essential for early embryonic development and that H3K27me3 repression can be alleviated in the absence of active KDM6 demethylation.

## Results

### Mouse embryos devoid of KDM6 demethylation survive to term and display normal early embryonic phenotypes

To remove H3K27 demethylase activity in the mouse embryo we generated mutant alleles in both *Utx* and *Jmjd3*. We previously characterized the generation of the *Utx^fl^* allele that flanks exon 3 with loxP sites [31]. Cre mediated deletion of exon 3 (*Utx* ^Δ^) created a frameshift in the coding sequence and is null for UTX protein. We now characterize a targeted allele, *Jmjd3^tm1Mag^* (*Jmjd3^fl^*) that integrates loxP sites 5′ to exon 14 and 3′ to exon 20 (Figure S1A). As verified by Southern blotting, PCR genotyping, and RT-PCR (Figure S1B, S1C, and S1D), Cre mediated deletion of this portion of the coding sequence (*Jmjd3* ^Δ^) removed the JmjC catalytic H3K27 demethylase domain (Figure S1A). Similar to published reports, *Jmjd3* ^Δ/Δ^ homozygous pups died at birth with respiratory defects (Figure S1E). *Jmjd3* ^Δ/Δ^ homozygous embryos appeared phenotypically normal at mid-gestation (Figure S1F); however, several phenotypes manifested late in embryonic development which will be described elsewhere. While *Jmjd3* ^Δ/Δ^ homozygous pups were not observed at weaning, they were readily recovered at E18.5 (Figure 1A).

**Figure 1:**
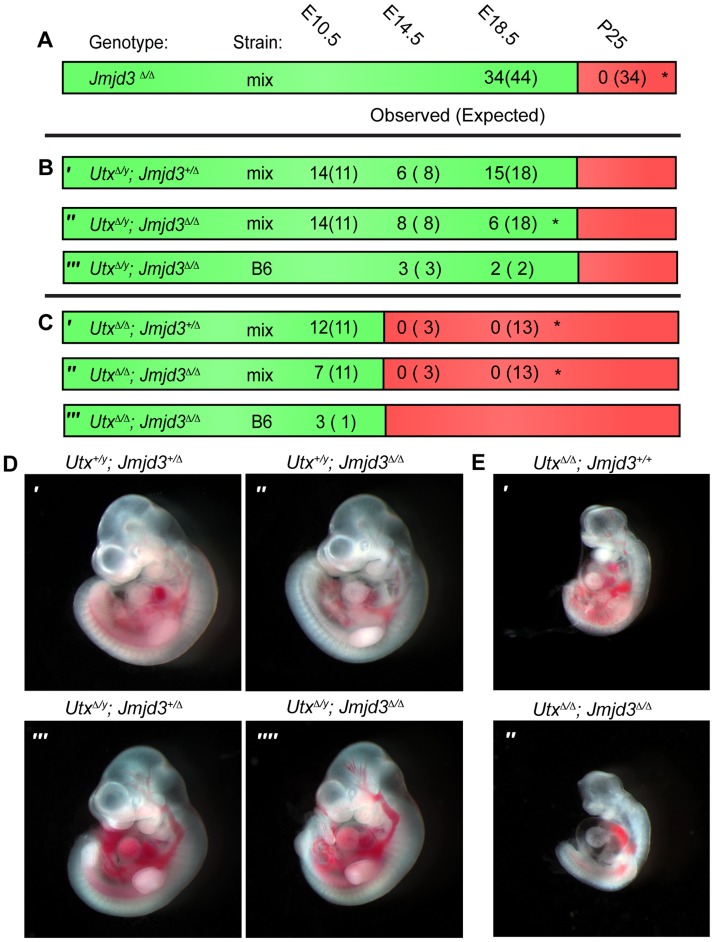
*Utx* and *Jmjd3* mutant phenotypes. (A–C) Observed and Expected (in parentheses) numbers of indicated genotypes at embryonic (day 10.5, 14.5 or 18.5) or postnatal (day 25, weaning) timepoints. Data are included for *Jmjd3* ^Δ/Δ^ (A), *Utx* ^Δ/*y*^;*Jmjd3* ^*+/*Δ^ (B′), *Utx* ^Δ/*y*^;*Jmjd3* ^Δ/Δ^ (B″ and B′″), *Utx* ^Δ/Δ^;*Jmjd3* ^+/^^Δ^ (C′), and *Utx* ^Δ/Δ^;*Jmjd3* ^Δ/Δ^ (C″ and C′″) genotypes. Green regions denote viability and red denotes lethality. Mix denotes a mixed genetic background and B6 has been backcrossed to C57BL6 for >5 generations. Significant deviations from expected allele frequencies as determined by χ^2^ p-value are: (A) *<0.001, (B) * = 0.005, and (C) *<0.001. (D,E) Embryonic day 10.5 images of (D) male *Utx^+/y^*;*Jmjd3* ^+/Δ^ (D′), *Utx^+/y^*;*Jmjd3* ^Δ/Δ^ (D″), *Utx* ^Δ/^ ^*y*^;*Jmjd3* ^*+/*Δ^ (D′″), *Utx* ^Δ/^ ^*y*^;*Jmjd3* ^Δ/Δ^ (D″″) embryos and (E) female *Utx* ^Δ/Δ^ (E′) and *Utx* ^Δ/Δ^;*Jmjd3* ^Δ/Δ^ (E″) embryos, B6 background.

We next attempted to derive *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos whereby all KDM6 H3K27 demethylation is lost, while retaining the demethylase independent function of wild-type UTY. Similar to *Utx^−/y^* mutation alone [31], both *Utx^Δ/y^*;*Jmjd3^+/Δ^* and *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos survived to E18.5 (Figure 1B′ and 1B″). However, there was some reduction in observed *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos relative to expected Mendelian frequencies. Expected genotype frequencies of *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos were obtained at E14.5, so some redundancy may exist between *Utx* and *Jmjd3* in late embryonic viability. At mid-gestation, all combinations of male *Utx* and *Jmjd3* mutation were largely indistinguishable from controls (Figure 1D). *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos demonstrated normal features of E10.5 embryos, such as normal size and somite numbers (35-40), prominent fore and hind-limb buds, and developed branchial arches (including separation of arch 1 into maxilar and mandibular components, Figure 1D″″). As *Utx^−/y^* post-natal lethality is more pronounced on the C57BL6/J (B6) background [31], we backcrossed *Utx^Δ^* and *Jmjd3^Δ^* alleles. On a B6 background, *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos remained viable at both E14.5 and E18.5 timepoints (Figure 1B′″). Given that deposition of maternal UTX into the Drosophila embryo contributes to demethylation activity in early development [40], we tested if deletion of the UTX and JMJD3 maternal pool enhances mouse phenotypes. *Utx^fl/Δ^*;*Jmjd3^fl/Δ^*;Vasa*Cre* female mice (with oocytes carrying deletion of *Utx* and *Jmjd3*) were crossed with *Utx^fl/y^*;*Jmjd3^fl/Δ^*;Vasa*Cre* male mice (with sperm carrying deletion of *Utx* and *Jmjd3*) and resulting E10 *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos (Figure S2A′) had completely recombined *Utx* and *Jmjd3* floxed alleles (Figure S2B) and phenocopied those derived from *Utx^+/Δ^*;*Jmjd3^+/Δ^* heterozygous mothers (Figure 1D″″).

*Utx* and *Jmjd3* knockout was confirmed by quantitative RT-PCR (Figure S3A), and at E10.5, *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos did not exhibit altered *Hox* expression levels or elevated global levels of H3K27me3 (Figure S3B,C,D). Comparative H3K27me3 immunofluorescence of E10.5 *Utx^+/y^*;*Jmjd3^+/Δ^* and *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos sectioned onto the same slide revealed similar H3K27me3 levels within heart myocardium (Figure S3E) and ISL1 positive motor neurons within the proximal spinal chord (Figure S3F). However, mouse embryonic fibroblasts (MEFs) derived from these embryos had minor, yet statistically significant elevations in H3K27me3 levels (Figure S3G,H). Overall, in the absence of KDM6 H3K27 demethylation, embryos can clearly survive through gastrulation and exhibit normal patterning at E10.5. Notably, the phenotypes of *Utx^Δ/Δ^*;*Jmjd3^+/Δ^* and *Utx^Δ/Δ^*;*Jmjd3^Δ/Δ^* female embryos were similar to *Utx^Δ/Δ^* homozygous mutation alone, as these embryos are all lethal after E10.5 (Figure 1C) and exhibit similar features of developmental delay (Figure 1E). Additionally, maternal loss of UTX and JMJD3 demethylation had no contribution to phenotypic severity (Figure S2A″). Taken together, our data indicate that *Utx/Uty* are epistatic to *Jmjd3*, which primarily functions in later developmental stages.

### ES cells with no KDM6 H3K27me3 demethylation have female specific differentiation defects

We established ES cell differentiation models to study the time-course of H3K27me3 demethylation in the absence of UTX and JMJD3. We utilized a *CAGGCre-ER* transgenic system that will induce allelic recombination with the addition of tamoxifen [41]. Following 2 days of tamoxifen treatment (+TX), *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* male or *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* female ES lines demonstrated complete deletion of floxed exons and loss of endogenous protein (Figure S4A and S4B). A 140-KD background band is present in Figure S4B and is not lost in *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES +TX. To ensure that this is not an alternative *Utx* product, we analyzed its presence in *Utx^GT1/y^* ES cells [31], where any alternative products should be gene trapped. Even though *Utx^GT1/y^* ES cells did trap *Utx* transcripts preventing expression across the JmjC domain (Figure S4C) it did not affect the level of background bands (Figure S4B), indicating that these are indeed non-specific bands. Furthermore, western blot with a second, independent UTX antibody produced a clean blot with no UTX band in *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES +TX samples (Figure S4D).

We induced embryoid body (EB) differentiation as outlined in Figure 2A. By 4 days in culture, *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* +TX EBs looked identical to untreated controls (Figure 2B). *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* female EBs +TX were small and displayed a disorganized outer endodermal layer with cells protruding or sloughing off of the EB (Figure 2B). In contrast to aggregate EB differentiation, hanging drop EB differentiation utilized smaller starting ES cell numbers in a defined drop volume, but still produced similar EB phenotypes (Figure S5A). Embryoid bodies exhibit a characteristic decrease in global H3K27me3 levels as differentiation progresses [32], [42]. Histones were extracted from EBs to determine if this process occurs in the absence of UTX and JMJD3 demethylation. Relative to global levels of H3K27me3 in ES cells, all EBs, even *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* female EBs +TX demonstrated a reduction in H3K27me3 (Figure 3C). Fluorescent quantitative western blotting verified that both male and female +TX EBs exhibit loss of H3K27me3 levels (Figure S5B,C). Therefore, early EB differentiation events coincide with downregulation of H3K27me3 levels in the absence of all KDM6.

**Figure 2:**
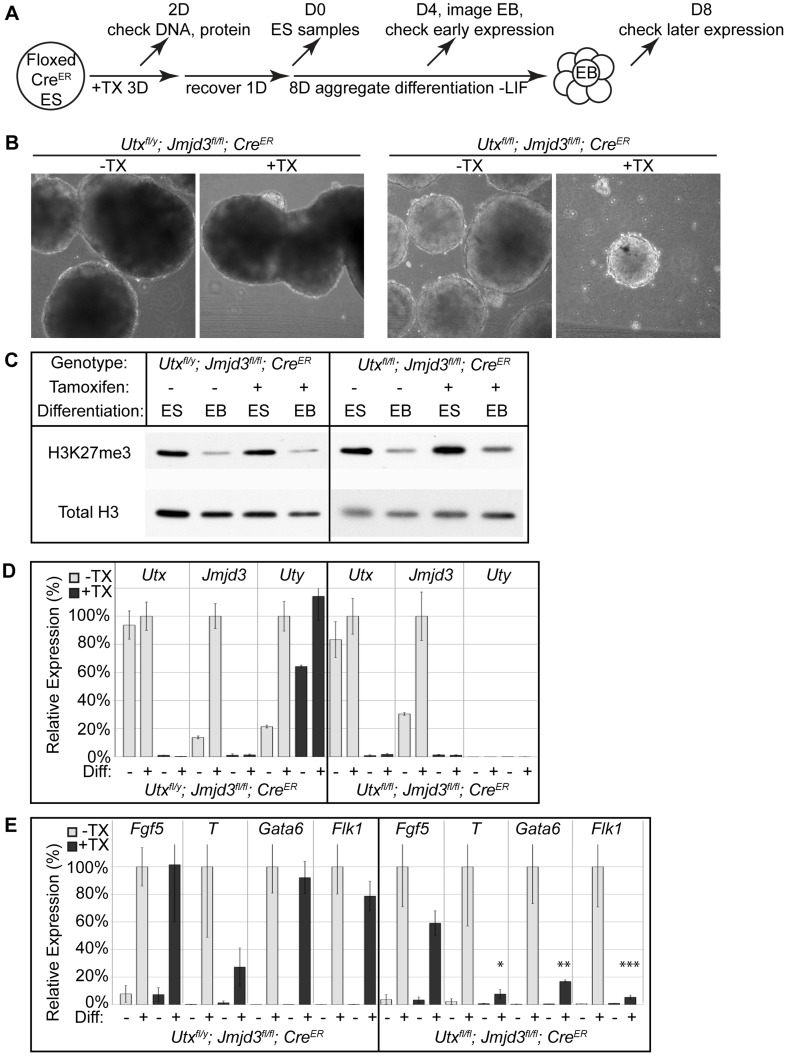
EB differentiation of male and female *Utx* and *Jmjd3* mutant ES cell lines. (A) *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* or *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cell lines were left untreated (−TX) or treated with tamoxifen for 3 days (+TX), then differentiated in aggregate suspension culture (EB). (B) Images of day 4 EBs. (C) Histones were extracted from *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* or *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (Differentiation ES) or day 4 EBs (Differentiation EB) left untreated (Tamoxifen −) or pre-treated with tamoxifen (Tamoxifen +) and western blotted for H3K27me3 relative to total H3 loading control. (D) Quantitative RT-PCR of *Utx*, *Jmjd3*, or *Uty* from day 0 *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* or *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (Differentiation −) or day 8 EBs (Differentiation +) left untreated (−TX, light grey) or pre-treated with tamoxifen (+TX, black). RT-PCR is across deleted *Utx* and *Jmjd3* exons. N = 3 samples per treatment. All samples are normalized relative to −TX Differentiation + within individual male or female lines. (E) Quantitative RT-PCR of *Fgf5* (EB day 4), *Brachyury T* (*T*, EB day 4), *Gata6* (EB day 8), or *Flk1* (EB day 8) from *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* or *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (Diff −) or indicated EB timepoint (Diff +) left untreated (−TX, light grey) or pre-treated with tamoxifen (+TX, black). All samples are normalized relative to −TX Differentiation + within individual male or female lines. Significant reductions in expression are indicated (T-test p-values * = 0.02, ** = 0.005, *** = 0.006, N = 3 samples per treatment).

**Figure 3:**
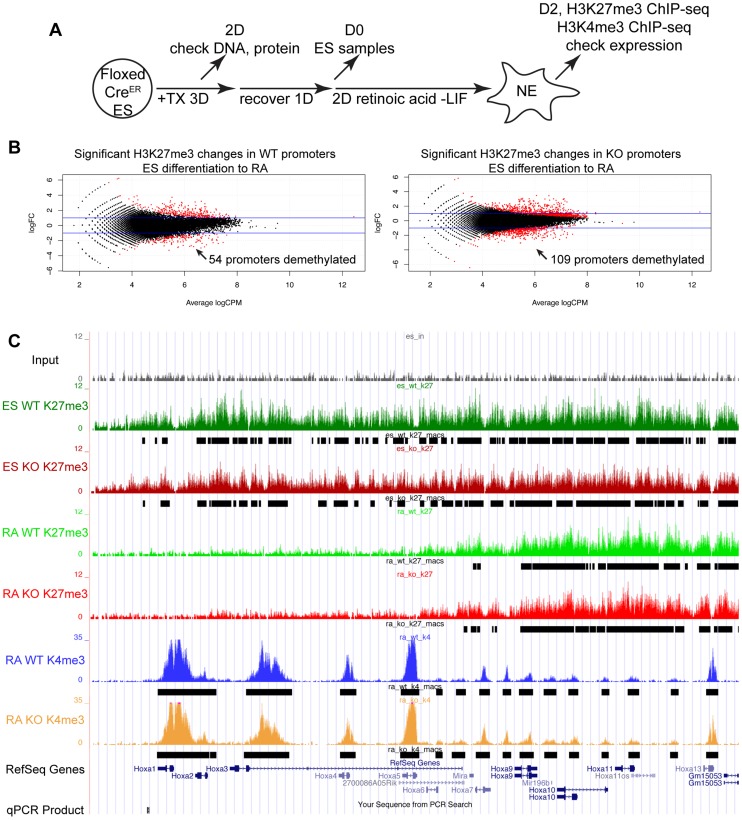
Proximal Hox genes demonstrate loss of H3K27me3 with RA treatment in the absence of KDM6 demethylation. (A) *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells were untreated (WT) or pre-treated with TX for 3 days (KO), recovered, and differentiated to neuro-ectoderm with 2 days of retinoic acid treatment. H3K27me3 and H3K4me3 ChIP-seq were performed on D0 ES cells and D2 RA treated cells. (B) The normalized sequence reads from all promoters (+/−1 KB KB) from ES and RA treated cells were compared by edgeR to identify promoters that exhibit H3K27me3 reductions in either WT (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* −TX) or KO (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* +TX) cells. The log fold change (logFC) is plotted against the average log counts per million reads (Average logCPM). In the plot, 54 WT and 109 KO promoters exhibited H3K27me3 reductions with RA treatment (negative logFC, FDR<0.05, and an identified H3K27me3 MACS peak in ES cells). (C) UCSC genome browser view of ChIP-seq tracks for the *Hoxa* cluster. Illustrated are Input (black), WT ES H3K27me3 ChIP (dark green), KO ES H3K27me3 ChIP (dark red), WT RA H3K27me3 ChIP (light green), KO RA H3K27me3 ChIP (light red), WT RA H3K4me3 ChIP (blue), KO RA H3K4me3 ChIP (orange), and MACS defined enrichment peaks are illustrated as black bars underneath each track. The RARE region tested by ChIP-qPCR is noted on the bottom.

RT-PCR across deleted exons verified that even after 8 days in culture, wild type *Utx* and *Jmjd3* expression was absent, and *Uty* expression was not diminished in TX treated cells (Figure 2D). Male *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* EBs +TX demonstrated normal activation of primitive ectoderm (*Fgf5* expression), mesoderm (*Flk1*), and endoderm (*Gata6*, Figure 2E). In contrast, *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* female EBs +TX initiated differentiation and induced primitive ectoderm (*Fgf5*), but failed to specify meso-endoderm (Brachyury *T*, illustrated as *T*), mesoderm (*Flk1*), and endoderm (*Gata6*, Figure 2E). *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES +TX were plated to derive single cell colonies of mutant clones, and constitutive propagation of this mutant ES line over several weeks did not affect the ability of the cells to differentiate into EBs (Figure S5D,E). Overall, the severe deficits of EB differentiation in *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* +TX cells does not recapitulate the mild phenotypes of *Utx^Δ/Δ^*;*Jmjd3^Δ/Δ^* female embryos (Figure 1E″).

### ES cell H3K27me3 removal and gene activation does not require KDM6 demethylases

To study the role of KDM6 in H3K27me3 demethylation, we utilized Retinoic acid (+RA) differentiation of ES cells. As *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* EB +TX appeared capable of initiating ectoderm specification, RA differentiation towards a neuro-ectodermal lineage can be studied in this cellular model whereby all active demethylation by KMD6 members has been removed. We utilized a 2 day RA differentiation timecourse outlined in Figure 3A. 

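The ChIP-seq data came from female ES cells with floxed *Utx* and *Jmjd3* alleles and an inducible Cre. WT cells received no tamoxifen, and KO cells received 1 µg/mL tamoxifen for 3 days. Both recovered for 1 day, and RA cells were then treated with 1 µM retinoic acid for 2 days. H3K27me3 was measured in 2 libraries of each of the 4 groups and H3K4me3 in 2 libraries of WT RA and 2 of KO RA. For each of the 12 libraries the authors deposited the number of reads they counted in each promoter window of 2000 bp (TSS +/-1 KB, mm9), without normalization or a filter on peaks. These windows carry 29853 identifiers at 38864 distinct positions, and windows of neighboring TSSs overlap. H3K27me3 libraries held between 559836 and 697130 promoter reads, with a median of 9 to 12 reads per window. H3K4me3 libraries held between 7580726 and 8477585 promoter reads, with a median of 13 to 15 reads per window. A window with 3 reads corresponds to 4.3 to 5.36 counts scaled to library size (CPM) for H3K27me3 and to 0.354 to 0.396 CPM for H3K4me3. Input libraries were not used here.
The targeted genes were examined first. The H3K4me3 window of *Utx* (listed as Kdm6a, chromosome X, 17739510 to 17741509) held 653 and 635 reads in WT RA and 571 and 676 reads in KO RA, a log2 fold change of -0.057 (SE 0.062, FDR 0.815, edgeR likelihood ratio test). The H3K4me3 window of *Jmjd3* (listed as Kdm6b, chromosome 11, 69226175 to 69228174) held 40 and 44 reads in WT RA and 29 and 24 reads in KO RA, a log2 fold change of -0.67 (SE 0.26, FDR 0.238, edgeR likelihood ratio test). Both windows lie at the TSS, and excision of the floxed exons was not tested with these counts. *Uty* and the other windows among the 23 on chromosome Y held 0 reads in every library.
Replicate libraries were compared by the chi-square statistic per degree of freedom over windows, which is 1 for sampling noise alone. It was 2.38 between the WT ES H3K27me3 libraries, 1.61 for KO ES, 1.39 for WT RA and 1.49 for KO RA. The H3K4me3 libraries gave 1.08 for WT RA and 1.23 for KO RA. Promoters were compared between groups with the edgeR likelihood ratio test on TMM-normalized counts, with Benjamini-Hochberg adjustment over all promoter rows and an FDR under 0.05. Lists of promoters were compared by the mean CPM per library over distinct windows, with an exact two-sided permutation test whose smallest p for 2 libraries against 2 is 0.33.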

H3K27me3 ChIP was performed on 4 individual replicates of WT ES (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES −TX), KO ES (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES +TX), WT RA (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* RA −TX), and KO RA (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* RA +TX). Two of the 4 replicates of each group were pooled together and the resulting 2 replicates of each group were subject to high throughput sequencing. H3K4me3 ChIP-seq was also performed on 2 replicates of WT RA and KO RA. The model-based analysis for ChIP-seq (MACS) algorithm identified enrichment peaks of H3K27me3 and H3K4me3 in each group, and edgeR statistical analysis software identified genes undergoing H3K27me3 demethylation in WT (WT ES vs. WT RA) and KO (KO ES vs. KO RA) RA differentiation. Overall, 1044 WT ES promoters (Transcription Start Site: TSS +/−1 KB) and 1141 KO ES promoters demonstrated H3K27me3 peaks. 

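MACS peaks were not called here, and promoters were instead ranked by their share of ES H3K27me3 reads. The 1044 promoter rows with the most H3K27me3 in WT ES each held a mean of at least 56.5 reads per library. The 1141 rows with the most H3K27me3 in KO ES each held a mean of at least 64 reads. These 2 sets, sized after the paper's peak counts, shared 834 rows. In the edgeR likelihood ratio test of KO ES against WT ES, 1 promoter had increased H3K27me3 in KO ES at an FDR under 0.05 and 0 had reduced H3K27me3. Without adjustment, 1233 promoters were increased and 1217 reduced at p under 0.05. The promoter past the threshold was that of Mir3089 (chromosome 2, 30575730 to 30577729), with 13 and 11 reads in WT ES and 53 and 52 reads in KO ES, a log2 fold change of 1.94 (SE 0.42, FDR 0.0386). The quasi-likelihood test of edgeR called 0 promoters in either direction, against 871 increased and 813 reduced at an unadjusted p under 0.05.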

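The 19140 promoter rows with the most RA H3K4me3 in each genotype made up 47.7% of all rows. Of the 1044 rows with the most H3K27me3 in WT ES, 931 (89.2%) were among those with the most H3K4me3 in WT RA. Of the 1141 rows with the most H3K27me3 in KO ES, 1010 (88.5%) were among those with the most H3K4me3 in KO RA. The set sizes follow the paper's peak counts, except that the 19140 of WT RA was also used for KO RA. The ranks are by reads and not by MACS peaks.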

Of these promoters, 945 and 1055 (WT and KO respectively) also had a RA H3K4me3 peak, signifying that the majority of these promoters are bivalent.

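At an FDR under 0.05 in the edgeR likelihood ratio test, 151 promoters (136 identifiers, 147 distinct windows) lost H3K27me3 from WT ES to WT RA. In KO ES to KO RA, 493 promoters (438 identifiers, 477 distinct windows) lost H3K27me3. The paper's requirement of a MACS peak in ES cells could not be applied to the counts. The median log2 fold change of the called promoters was -1.83 in WT and -1.50 in KO, and 99 promoters were called in both. Of the 151 WT promoters, 144 had a log2 fold change below 0 in KO, and of the 493 KO promoters, 458 had one below 0 in WT. The quasi-likelihood test called 113 WT and 339 KO promoters. Of the settings chosen in advance, DESeq2 moved these counts most, to 31 WT and 105 KO promoters. A constant dispersion trend in DESeq2, added after the data had been seen, left 0 and 0 (139 and 256 at an unadjusted p under 0.05). With the replicate number as a block, the counts were 98 and 457. Correlations of replicate deviations between same-numbered H3K27me3 libraries lay between -0.042 and 0.03, so the numbers did not mark paired samples.
Table S1 of the paper lists 54 WT and 109 KO promoters. Here 52 of the 54 and 106 of the 109 passed the threshold, and log2 fold changes differed from those of the table by at most 0.0034. All 54 WT promoters of the table fell in KO cells, where 45 were called. Of the 109 KO promoters, 106 fell in WT cells, where 53 were called. The WT and KO sheets share 40 rows. The difference between genotypes was tested directly as an interaction over the 8 H3K27me3 libraries. It passed the threshold at 1 promoter in the genome and at 0 of the promoters in Table S1, where 6 of the 54 and 7 of the 109 had an unadjusted p under 0.05. The largest falls in WT that held in all 4 pairs of libraries were at Atxn2l (-5.57, 4 and 8 reads in WT ES and 0 in WT RA), Jak2 (-3.27), Zbtb10 (-3.09), AK039882 (-2.97) and Tshz1 (-2.92). In KO, Kctd12b fell by 6.45 on the log2 scale, from 10 and 12 reads to 0. AK077029, Mir465b-1, Z22835 and Olfr1381 had log2 fold changes from -5.59 to -5.18, each from 8 or fewer reads per library to 0.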

EdgeR identified 54 WT promoters (from 50 unique genes, some having alternative promoters) and 109 KO promoters (103 genes) that demonstrated significant loss of H3K27me3 with RA differentiation (Figure 3B and Table S1) with many genes overlapping in both datasets. Many *Hox* genes lost H3K27me3 in both WT and KO RA differentiation. 

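Proximal *Hox* genes, by the ranges the paper gives for each cluster, have 23 distinct promoter windows (18 genes). Their mean H3K27me3 fell from 169 ± 32.4 CPM in WT ES to 62.4 ± 0.206 CPM in WT RA (SD, n = 2), a log2 ratio of -1.44. In KO cells it fell from 157 ± 4.26 CPM to 70.9 ± 6.52 CPM (SD, n = 2), a log2 ratio of -1.15. Both falls held in all 4 pairs of libraries (exact permutation p = 0.33 each, the smallest possible). The median over windows in place of the mean gave -1.36 in WT and -1.36 in KO. Of the 23 windows, 22 had a log2 fold change below 0 in each genotype, and 16 were called as losing H3K27me3 in WT and 16 in KO by the edgeR likelihood ratio test (15 and 15 by the quasi-likelihood test). Over the 24 windows of distal *Hox* genes the mean was 186 ± 49.6 CPM in WT ES and 181 ± 22.7 CPM in WT RA (SD, n = 2), a log2 ratio of -0.043 (exact permutation p = 1). In KO it was 162 ± 3.77 CPM in ES and 173 ± 3.73 CPM in RA (SD, n = 2), a log2 ratio of 0.097 (exact permutation p = 0.33). The distal difference in WT changed sign when single libraries were left out. Among distal windows, 0 were called as lost in WT and 3 in KO, and 5 were called as gained in KO.

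**Figure D1:**
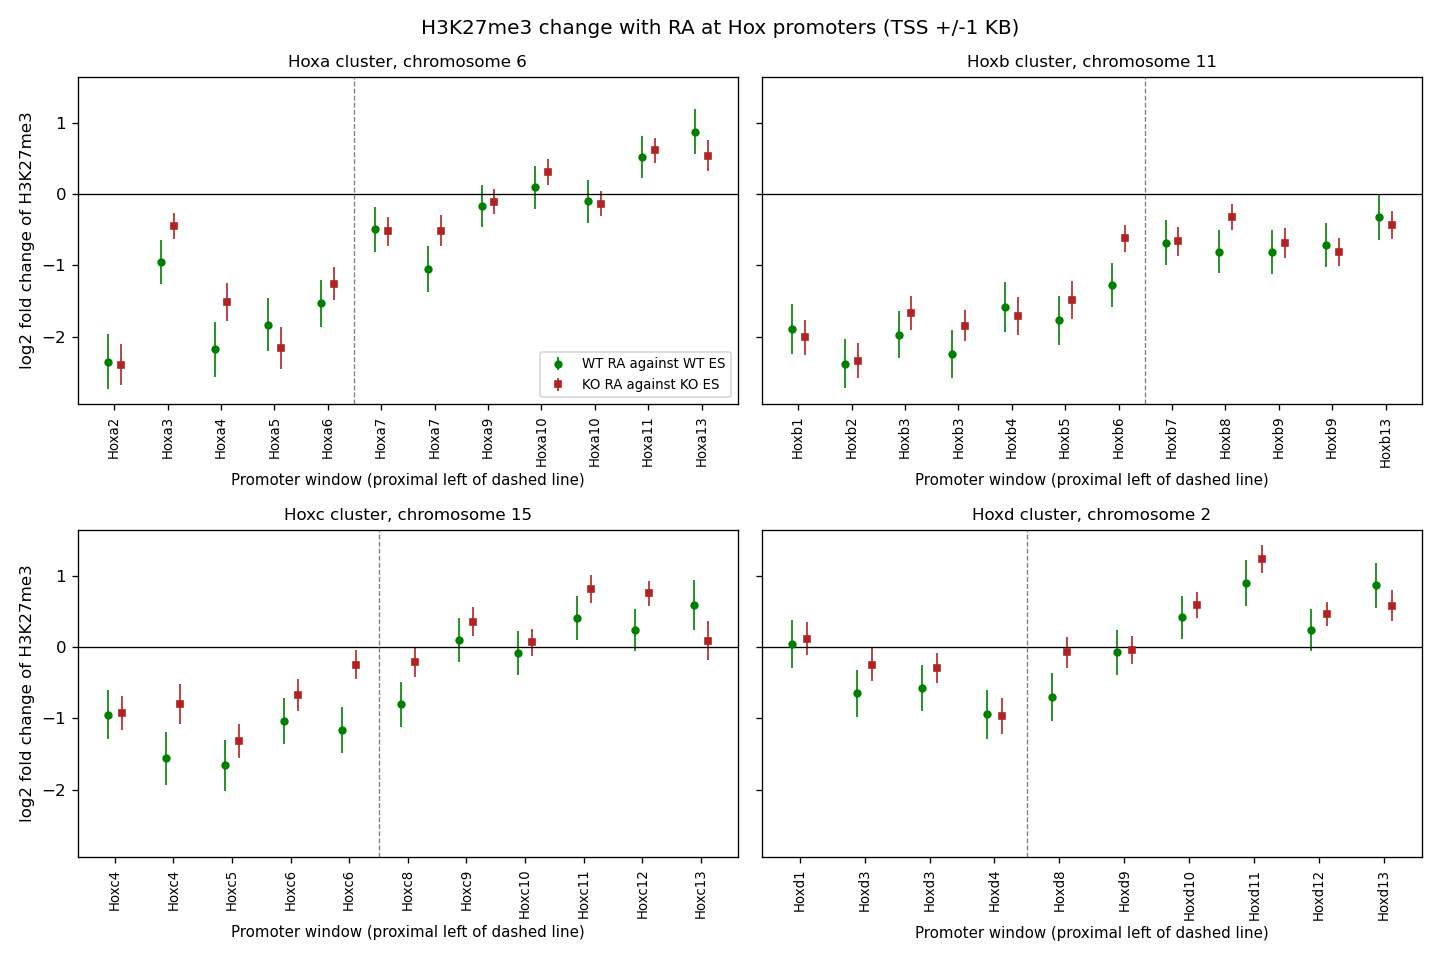
Log2 fold change of H3K27me3 from ES to RA (y axis) at *Hox* promoter windows (x axis, by gene number within each cluster), for WT (green circles) and KO (red squares). Gene number is not always the order of windows on the chromosome, where that of *Hoxa3* lies between *Hoxa6* and *Hoxa7*. Bars are standard errors from the edgeR model, and the dashed line separates proximal from distal genes. The proximal windows drawn lie at or below 0.12 and reach -2.40 at *Hoxa2* in KO.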

Tracks of H3K27me3 and H3K4me3 ChIP-seq were uploaded into the UCSC genome browser. 

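The proximal *Hoxa* genes lie on chromosome 6 of mm9. H3K27me3 at *Hoxa2* fell from 163 ± 39.1 to 31.6 ± 21.9 CPM in WT and from 170 ± 2.1 to 32.6 ± 13 CPM in KO (SD, n = 2). Its log2 fold changes were -2.35 (SE 0.38, FDR 4.55e-07) and -2.40 (SE 0.28, FDR 9.26e-17, edgeR likelihood ratio test). The log2 fold changes of *Hoxa4* were -2.18 in WT and -1.52 in KO. *Hoxa5* had -1.84 and -2.16, and *Hoxa6* had -1.54 and -1.26. These genes all passed an FDR of 0.05 in both genotypes. At *Hoxa3* (52162066 to 52164065), the log2 fold change was -0.95 in WT (SE 0.31, FDR 0.126) and -0.45 in KO (SE 0.19, FDR 0.225), and the WT change passed with library totals in place of TMM. This window, the only one of *Hoxa3*, lies between those of *Hoxa6* and *Hoxa7* and not between *Hoxa2* and *Hoxa4*. In KO RA against WT RA the log2 fold changes of these 5 genes ran from -0.26 at *Hoxa5* (SE 0.37, FDR 0.975) to 0.57 at *Hoxa4* (SE 0.36, FDR 0.859, edgeR likelihood ratio test).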

With RA differentiation, the proximal *Hoxa* cluster (Figure 3C) from *Hoxa1* through *Hoxa6* demonstrated widespread loss of H3K27me3 in ES to RA differentiation of both WT and KO cells. This shift in histone profile correlated with large peaks of H3K4me3 at proximal *Hoxa* promoters, demonstrating gene activation events. 

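H3K4me3 was measured in RA cells only. In WT RA and KO RA respectively, H3K4me3 CPM were 16.2 ± 1.04 and 15.6 ± 0.258 at *Hoxa2* and 46.6 ± 1.72 and 41.7 ± 1.28 at *Hoxa4* (SD, n = 2). *Hoxa5* had 80 ± 9.18 and 86.2 ± 0.648 CPM. *Hoxa3* and *Hoxa6* were lower, with 5.49 ± 0.317 and 7.1 ± 2.47 CPM at *Hoxa3* and 5.25 ± 1.09 and 5.21 ± 0.0275 CPM at *Hoxa6* (SD, n = 2). None of these 5 genes passed an FDR of 0.05 between KO RA and WT RA, and the smallest FDR was 0.455 at *Hoxa4* (log2 fold change -0.16, SE 0.082, edgeR likelihood ratio test). Over all 23 proximal *Hox* windows, H3K4me3 was 33.4 ± 0.862 CPM in WT RA and 34 ± 0.843 CPM in KO RA (SD, n = 2), a log2 ratio of 0.027 (exact permutation p = 0.667). The median over windows gave -0.0066. Of these windows, 3 had reduced H3K4me3 in KO RA by the edgeR likelihood ratio test. They were *Hoxb3* (chromosome 11, 96183440 to 96185439, log2 fold change -1.74, SE 0.36, FDR 0.000114), *Hoxd3* (chromosome 2, 74549050 to 74551049, log2 fold change -0.48, SE 0.094, FDR 0.000217) and 1 of 2 windows of *Hoxc6* (chromosome 15, 102838993 to 102840992, log2 fold change -1.00, FDR 0.00577). All 3 also passed with the quasi-likelihood test and none with DESeq2.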

Similar large-scale loss of H3K27me3 occurs from the proximal *Hoxb* (*Hoxb1-Hoxb6*), *Hoxc* (*Hoxc4-Hoxc6*), *and Hoxd* (*Hoxd1-Hoxd4*) clusters (Figure S6A,B,C). In addition to *Hox* genes, many other transcription factors such as *Foxa1*, *Gata3*, *Meis2*, and *Nr2f2* demonstrated loss of promoter H3K27me3 in KO RA treatment (Figure 4A and Table S1). 

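In the proximal *Hoxb* cluster (chromosome 11), all 7 windows were called as losing H3K27me3 in WT and in KO by the edgeR likelihood ratio test, with log2 fold changes from -2.38 to -1.28 in WT and from -2.34 to -0.62 in KO. The smallest changes were at *Hoxb6*, with FDR 0.00885 in WT and FDR 0.035 in KO. *Hoxb1* fell from 201 ± 80 to 54 ± 9.79 CPM in WT and from 199 ± 3.22 to 49.3 ± 3.5 CPM in KO (SD, n = 2). Proximal *Hoxc* (chromosome 15) has 5 windows, of which 3 were called in WT and 2 in KO, and all 5 had log2 fold changes below 0 in both. *Hoxc5* changed by -1.66 in WT (SE 0.36, FDR 0.00111) and by -1.32 in KO (SE 0.24, FDR 2.99e-06). *Hoxc6* changed by -1.17 in WT (SE 0.32, FDR 0.0301) and by -0.25 in KO (SE 0.21, FDR 0.725) at 1 of its 2 windows, and by -1.04 (FDR 0.0943) and -0.68 (FDR 0.0676) at the other. The proximal *Hoxd* cluster (chromosome 2) has 4 windows, of which 0 were called in WT and 1 in KO, at *Hoxd4*. *Hoxd4* changed by -0.95 in WT (SE 0.34, FDR 0.206) and by -0.97 in KO (SE 0.26, FDR 0.00638, edgeR likelihood ratio test). *Hoxd1* did not fall, with log2 fold changes of 0.041 in WT (SE 0.33, FDR 1) and 0.12 in KO (SE 0.23, FDR 0.941), and its WT change was -0.008 without TMM factors.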

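The window of *Foxa1* (chromosome 12, 58646108 to 58648107) fell from 130 ± 22.3 CPM in KO ES to 19.3 ± 3.71 CPM in KO RA (SD, n = 2), a log2 fold change of -2.73 (SE 0.35, FDR 2.27e-15, edgeR likelihood ratio test). In WT the log2 fold change was -1.61 (SE 0.39, FDR 0.00556). *Gata3* (chromosome 2, 9799227 to 9801226) fell from 110 ± 22.3 to 24.8 ± 4.31 CPM in KO (SD, n = 2), with log2 fold changes of -2.14 in KO (SE 0.33, FDR 1.26e-09) and -1.80 in WT (SE 0.40, FDR 0.00121). *Meis2* (chromosome 2, 115889357 to 115891356, 1 of 3 windows) fell from 124 ± 9.54 to 24.8 ± 12.2 CPM in KO (SD, n = 2). Its log2 fold changes were -2.34 in KO (SE 0.33, FDR 4.01e-12) and -1.43 in WT (SE 0.38, FDR 0.0185). *Nr2f2* (chromosome 7, 77510632 to 77512631, 1 of 2 windows) fell from 149 ± 13.8 to 39.5 ± 10.3 CPM in KO (SD, n = 2). Its log2 fold changes were -1.93 in KO (SE 0.27, FDR 4.39e-11) and -1.95 in WT (SE 0.37, FDR 4.91e-05). Between KO RA and WT RA, none of the 4 windows passed an FDR of 0.05 for H3K27me3, with log2 fold changes from -0.79 at *Foxa1* to 0.096 at *Nr2f2*.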

H3K27me3 ChIP-qPCR confirmed the loss of H3K27me3 in the absence of KDM6 demethylation (Figure 4B). Notably, all genes tested exhibited similar WT and KO loss of H3K27me3 with RA differentiation. Only *Hoxb1* demonstrated a slight, significant increase in H3K27me3 for KO RA compared to WT RA, but overall *Hoxb1* did exhibit a tremendous decrease in H3K27me3 in KO RA compared to KO ES. Furthermore, RT-PCR expression analysis confirmed that the genes demonstrating loss of H3K27me3 efficiently induced transcriptional activation in RA KO cells (Figure 4C). *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES +TX were plated to derive single cell colonies of mutant clones, and constitutive propagation of this mutant ES line over several weeks did not affect the ability of the cells to activate transcription (Figure S5F). H3K27 demethylases physically associate with the MLL complex family of H3K4 methyl-transferases. Two members of this complex (ASH2L and RBBP5) were expressed at normal levels in KO cells (Figure S7A). One alternative explanation for loss of H3K27me3 in the absence of demethylation is that the PRC2 H3K27 methylation complex is down-regulated in differentiated cells or displaced from targeted promoters in a demethylase independent manner. While the EZH2 H3K27 methyl-transferase maintained high expression in RA differentiated cells (Figure S7B), the protein is displaced from promoters experiencing H3K27me3 loss in the absence of KDM6 demethylation (). In summary, repressed genes can demonstrate loss of H3K27me3 and initiate expression in the absence of KDM6.

**Figure 4:**
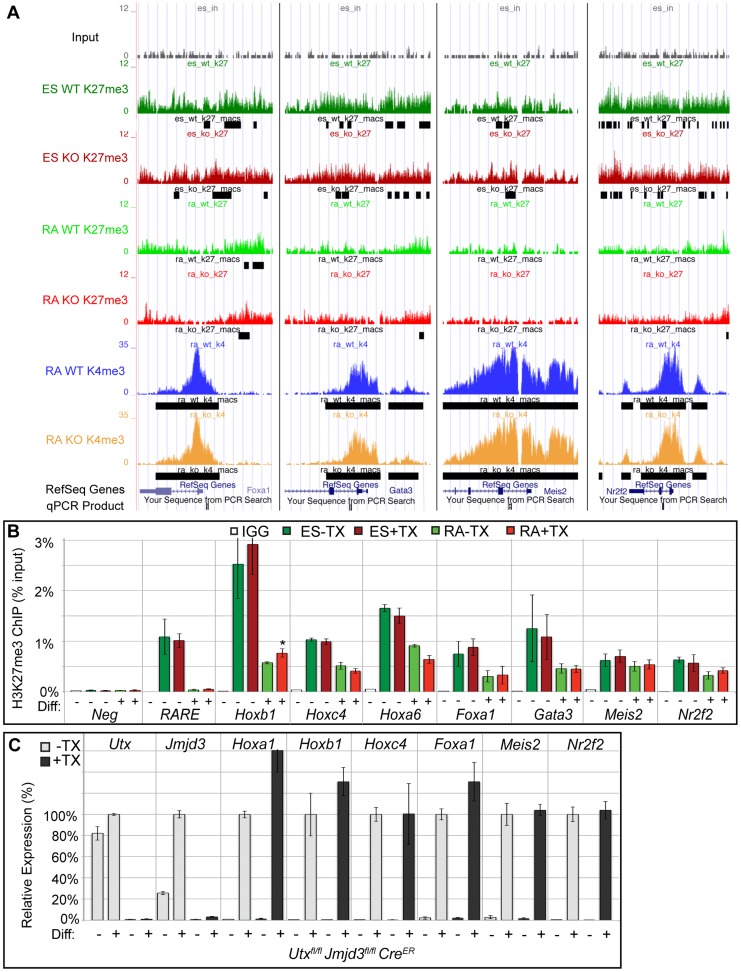
Several developmental genes demonstrate loss of H3K27me3 with RA treatment in the absence of KDM6 demethylation. (A) UCSC genome browser view of *Foxa1*, *Gata3*, *Meis2*, and *Nr2f2*. Illustrated are Input (black), WT ES H3K27me3 ChIP (dark green), KO ES H3K27me3 ChIP (dark red), WT RA H3K27me3 ChIP (light green), KO RA H3K27me3 ChIP (light red), WT RA H3K4me3 ChIP (blue), KO RA H3K4me3 ChIP (orange), and MACS defined enrichment peaks are illustrated as black bars underneath each track. Regions tested by ChIP-qPCR are noted on the bottom. (B) Verification of H3K27me3 loss by ChIP-qPCR. H3K27me3 ChIP of *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (dark green and red, Diff −) or after 2 days of RA treatment (light green or red, Diff +) left untreated (green) or pre-treated with tamoxifen (red). An IgG control ChIP is illustrated as white bars. Quantitative PCR of a H3K27me3 negative locus (*Slc2a8* promoter, *Neg*) was utilized for comparison to the *Hox* A cluster retinoic acid response element (*RARE*), *Hoxb1*, *Hoxc4*, *Hoxa6*, *Foxa1*, *Gata3*, *Meis2*, and *Nr2f2* promoters. N = 4 samples per treatment. All genes tested exhibited demethylation in both WT and KO cells, with only Hoxb1 demonstrating a slight, but significant increase in KO RA treatment (p-value = 0.03). (C) Quantitative RT-PCR of *Utx*, *Jmjd3*, and indicated *Hox* genes, *Foxa1*, *Meis2*, and *Nr2f2* from *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (Diff −) or after 2 days of RA treatment (Diff +) left untreated (−TX, light grey) or pre-treated with tamoxifen (+TX, black). N = 3 samples per treatment. All samples are normalized relative to −TX Differentiation + RA treatment. No genes tested demonstrated significantly reduced expression in KO RA cells.

### Loss of KDM6 reduces H3K4 methylation and transcriptional activation in a small subset of H3K4me3 regulated genes

MACs analysis of H3K4me3 ChIP-seq of WT RA and KO RA cells identified enrichment peaks at 19,140 and 19,367 respective promoters (TSS +/−1 KB). 

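In KO RA against WT RA, 179 promoters (162 identifiers, 174 distinct windows) had reduced H3K4me3 at an FDR under 0.05 in the edgeR likelihood ratio test, and 164 promoters (156 identifiers) had increased H3K4me3. The quasi-likelihood test gave 126 reduced and 97 increased promoters. Of the settings chosen in advance, DESeq2 moved the counts most, to 8 reduced and 1 increased, and with a constant dispersion trend, added after the data had been seen, it called 3 and 1. Of the 161 promoters in Table S2 of the paper, 143 passed the threshold here, and the log2 fold changes differed from those of the table by at most 0.0035. The largest reductions that held in all 4 pairs of libraries were at windows with few reads. These were DQ694251 (-5.50), DQ696666 (-5.50), DQ542762 (-5.36) and Nptn (-5.36), each with 7 or fewer reads per WT RA library and 0 in KO RA, and Ergic1 (-3.62). The largest increases were at Magea6 (5.35), Zdhhc11 (3.93) and 3 overlapping windows on chromosome 6 listed as DQ696725, DQ554544 and DQ725733 (3.69 each), with 13 or fewer reads in any library.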

EdgeR comparison of WT RA to KO RA identified 161 promoters (147 genes) that exhibited significant (FDR<0.05) reduction in KO H3K4me3 (Figure 5B, Table S2). 

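Of the 179 promoters with reduced H3K4me3, 104 (58.1%) had an absolute log2 fold change under 0.5. The median log2 fold change was -0.424, and absolute values ran from 0.174 to 5.50. Average log2 CPM of these promoters ranged from -0.84 to 7.20.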

The majority of these were small fold changes across a wide range in overall peak intensity. Of these 161 promoters, only 27 (26 genes) had an ES WT or KO H3K27me3 peak, so the majority of these genes are not regulated by H3K27 methylation. 

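The 27 promoters (26 identifiers) of Table S2 that the paper marks with an ES H3K27me3 peak make up 16.8% of the table. Their mean ES H3K27me3 was 135 ± 35.1 CPM in WT ES and 121.5 ± 10.7 CPM in KO ES (SD, n = 2). The other 134 promoters had a mean of 25.8 ± 1.69 CPM in WT ES and 29.5 ± 1.65 CPM in KO ES (SD, n = 2). Over windows, the median was 125 CPM with a peak and 19.3 CPM without one, against 17.5 CPM over all distinct windows. The median H3K4me3 log2 fold change in KO RA was -0.485 at promoters with a peak and -0.329 at promoters without one, and this difference was not tested. From the small share with a peak, the paper concludes that most of these genes are not regulated by H3K27 methylation.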

A few genes that exhibited KO H3K4me3 reductions and had a H3K27me3 peak are illustrated in the UCSC genome browser image of Figure 5A. 

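*Crabp2* (chromosome 3, 87751615 to 87753614) had 35.2 ± 1.73 CPM of H3K4me3 in WT RA and 16.2 ± 0.576 CPM in KO RA (SD, n = 2), a log2 fold change of -1.11 (SE 0.11, FDR 3.69e-20, edgeR likelihood ratio test). *Wnt6* (chromosome 1, 74817466 to 74819465) had 52.5 ± 2.74 and 31.6 ± 1.16 CPM, a log2 fold change of -0.73 (SE 0.086, FDR 6.74e-14). *Ccnd2* (chromosome 6, 127100066 to 127102065) had 41.3 ± 0.274 and 28.4 ± 0.485 CPM, a log2 fold change of -0.54 (SE 0.093, FDR 6.11e-06). *Pax6* (chromosome 2, 105515602 to 105517601, 1 of 4 windows) had 34.4 ± 1.91 and 24.6 ± 2.93 CPM, a log2 fold change of -0.49 (SE 0.10, FDR 0.000647). With DESeq2 in place of edgeR, the calls at *Ccnd2* and *Pax6* were lost. The H3K27me3 of *Crabp2* was 122 ± 12.1 CPM in WT ES, 52.1 ± 10.3 CPM in WT RA and 95.7 ± 11.1 CPM in KO RA (SD, n = 2). Its H3K27me3 log2 fold change in KO RA against WT RA was 0.85 (SE 0.28, FDR 0.416). H3K27me3 log2 fold changes in KO RA against WT RA were 0.29 at *Wnt6* (FDR 0.888), 0.18 at *Ccnd2* (FDR 0.964) and -0.13 at the *Pax6* window with the most H3K27me3 (105508053 to 105510052, FDR 0.975), all by the edgeR likelihood ratio test.

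**Figure D2:**
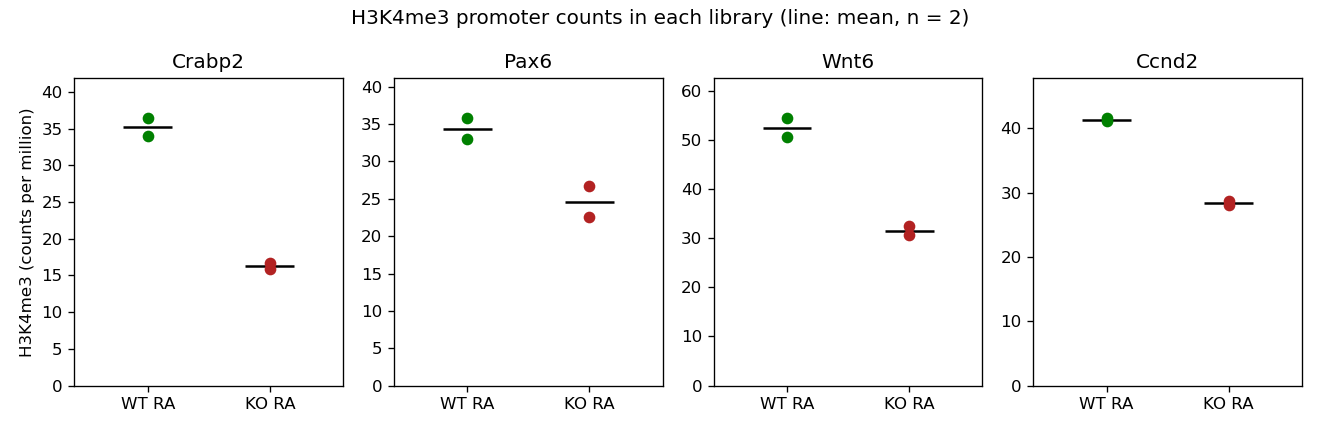
H3K4me3 in CPM (y axis) at the promoters of *Crabp2*, *Pax6*, *Wnt6* and *Ccnd2* in each library of WT RA (green points) and KO RA (red points), with the mean as a line (n = 2). At each gene both KO RA libraries lie below both WT RA libraries, from 16.2 against 35.2 CPM on average at *Crabp2* to 24.6 against 34.4 CPM at *Pax6*.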

RT-PCR confirmed that several genes with reduced KO H3K4me3 demonstrated reduced expression (*Crabp2*, *Pax6*, *Wnt6*, *Ccnd2*, Figure 5C). Several genes that had been denoted as experiencing normal H3K27me3 loss and gene activation in KO RA samples (*Hoxb1*, *Foxa1*) experienced normal KO RA H3K4me3 up-regulation relative to the ES cell state (Figure 5D). However, ChIP-qPCR did confirm genes identified in ChIP-seq to be deficient in RA KO H3K4me3 (*Crabp2*, *Wnt6*, Figure 5D). We next examined whether KO RA H3K4me3 affected genes can have associated increases in H3K27me3. ChIP-qPCR of *Crabp2* and *Wnt6* demonstrated increased KO RA H3K27me3 to ES comparable levels (Figure 5E).

**Figure 5:**
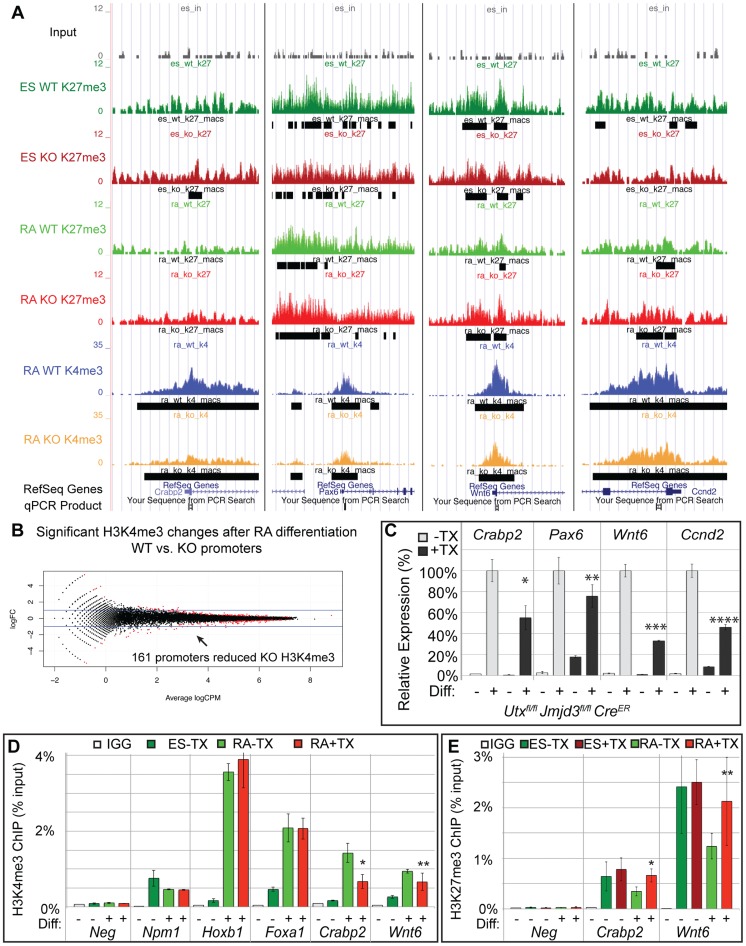
A subset of genes exhibit reduction of H3K4me3 with loss of UTX and JMJD3. (A) UCSC genome browser view of *Crabp2*, *Pax6*, *Wnt6*, and *Ccnd2*. Illustrated are Input (black), WT ES H3K27me3 ChIP (dark green), KO ES H3K27me3 ChIP (dark red), WT RA H3K27me3 ChIP (light green), KO RA H3K27me3 ChIP (light red), WT RA H3K4me3 ChIP (blue), KO RA H3K4me3 ChIP (orange), and MACS defined enrichment peaks are illustrated as black bars underneath each track. Regions tested by ChIP-qPCR are noted on the bottom. (B) H3K4me3 ChIP-seq was performed on WT (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* −TX) or KO (*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* +TX) cells treated with RA. The normalized sequence reads from all promoters (+/−1 KB KB) from RA treated cells were compared by edgeR to identify promoters that exhibit H3K4me3 reductions in KO cells. The log fold change (logFC) is plotted against the average log counts per million reads (Average logCPM). In the plot, 161 KO promoters exhibited H3K27me3 reductions with RA treatment (negative logFC, FDR<0.05, and an identified H3K4me3 MACS peak in WT RA cells). (C) Quantitative RT-PCR of *Crabp2*, *Pax6*, *Wnt6*, and *Ccnd2* from *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (Diff −) or after 2 days of RA treatment (Diff +) left untreated (−TX, light grey) or pre-treated with tamoxifen (+TX, black). N = 3 samples per treatment. All samples are normalized relative to −TX Differentiation + RA treatment. Significantly reduced expression is demonstrated (p-vale = *0.01, **0.03, ***0.001, ****0.004). (D) Verification of H3K4me3 reductions in KO RA cells by ChIP-qPCR. H3K4me3 ChIP of *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (dark green, Diff −) or after 2 days of RA treatment (light green or red, Diff +) left untreated (green) or pre-treated with tamoxifen (red). An IgG control ChIP is illustrated as white bars. Quantitative PCR of a H3K4me3 negative locus (gene desert region, *Neg*) was utilized for comparison to *Npm1* (a positive control), genes exhibiting normal KO gene activation (*Hoxb1, Foxa1*), and genes with reductions in KO H3K4me3 (*Crabp2, Wnt6*). Only *Crabp2* and *Wnt6* demonstrated decreases in KO RA treatment (p-value = *0.01, **0.07). (E) H3K27me3 ChIP of *Crabp2* and *Wnt6* relative to a negative control (Slc2a8). Both genes demonstrated increases in H3K27me3 in RA KO cells (light red bars, p-value = *0.003, **0.03).

### Meta-analysis of categorized gene subsets reveals low-level changes in H3K27me3 in the absence of KDM6 demethylation

To better analyze the distribution of H3K27me3 and K3K4me3 we performed a meta-analysis examining the overall distribution of these histone modifications across all promoters with a corresponding MACS peak. These meta analyses (Figure 6A–G) were plotted with 95% confidence intervals centered on the mean normalized read counts. ES cells and RA differentiated cells both had a broad K27me3 distribution across promoters with a drop-off near the TSS (Figure 6A,B). 

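Over the 1117 distinct windows of the 1141 promoter rows with the most ES H3K27me3, the mean was 140 ± 30.1 CPM in WT ES and 132 ± 5.61 CPM in KO ES (SD, n = 2), a log2 ratio of -0.083 (exact permutation p = 1). Over the 1124 distinct windows of the 1141 rows with the most RA H3K27me3, it was 173 ± 13.4 CPM in WT RA and 168 ± 3.93 CPM in KO RA (SD, n = 2), a log2 ratio of -0.044 (exact permutation p = 1). Both H3K27me3 differences are smaller than the spread between replicates, and both changed sign when single libraries were left out. Over the 18352 distinct windows of the 19140 rows with the most RA H3K4me3, the mean was 51.5 ± 0.0361 CPM in WT RA and 51 ± 0.355 CPM in KO RA (SD, n = 2), a log2 ratio of -0.014 (exact permutation p = 0.33, the smallest possible). These sets rank promoters by reads in the 2 groups together, with sizes taken from the paper's peak counts, and were chosen after the counts had been examined. The counts cover each window as a whole and hold no profile around the TSS.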

H3K4me3 enrichment peaked downstream of the TSS (Figure 6C), and there was very close overlap between WT and KO profiles of both H3K27me3 and H3K4me3. Genes with significant reductions in H3K27me3 after RA differentiation, had visible differences in relative H3K27me3 sequence reads between ES and RA samples for both WT and KO (Figure 6D). 

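Over the 113 distinct windows of Table S1, mean H3K27me3 fell from 121 ± 26.4 CPM in WT ES to 49.2 ± 4.06 CPM in WT RA (SD, n = 2), a log2 ratio of -1.30. In KO it fell from 126 ± 4.15 CPM in ES to 52.4 ± 2 CPM in RA (SD, n = 2), a log2 ratio of -1.27. Both falls held in all 4 pairs of libraries (exact permutation p = 0.33 each, the smallest possible). Because these promoters were listed for having fallen in one of the genotypes, all windows on the sheet of the other genotype were also used. The log2 ratio was then -1.28 in WT over the promoters of the KO sheet and -1.41 in KO over those of the WT sheet. The sheets share 40 rows, which were also listed for the genotype being examined, so this did not remove the selection. From the drop in KO cells, the paper concludes that specific promoters can lose much of their H3K27me3 without KDM6 demethylation.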

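Within TSS +/-1 KB, the 113 windows of Table S1 had a mean H3K27me3 of 48.2 ± 3.5 CPM in WT RA and 51.2 ± 1.65 CPM in KO RA (SD, n = 2), a log2 ratio of 0.086 (exact permutation p = 0.667). KO RA was lower than WT RA in 1 of the 4 pairs of libraries. Over the promoters past an FDR of 0.05 here in place of the table, the log2 ratio was -0.0185. In ES cells the mean was 123 ± 27.9 CPM in WT and 129 ± 4.24 CPM in KO (SD, n = 2), a log2 ratio of 0.063 (exact permutation p = 1) that ranged from -0.14 to 0.31 with single libraries left out. The spread between replicates (SD of the log2 values) was 0.081 in RA and 0.24 in ES. The region from -2 KB to -1 KB lies outside the counted windows.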

In comparing WT RA to KO RA, there was very close overlap near the TSS (+/−1 KB); however, upstream of the TSS (−2 KB to −1 KB) KO RA exhibited a significant enrichment in the mean H3K27me3 levels per gene. Comparison of WT ES to KO ES across this same region also demonstrated significantly increased H3K27me3 levels (Figure 6D). 

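H3K4me3 over the 113 windows of Table S1 was 46.8 ± 0.149 CPM in WT RA and 47 ± 0.179 CPM in KO RA (SD, n = 2), a log2 ratio of 0.006 (exact permutation p = 0.667). The median over windows gave -0.088, and the promoters past an FDR of 0.05 here in place of the table gave -0.019 (exact permutation p = 0.33 each, the smallest possible).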

Although H3K27me3 was elevated for these KO promoters, there was a complete overlap in H3K4me3 distribution (Figure 6E), further supporting data that this gene category was efficiently activating transcription in KO RA cells (Figure 4C). Thus, with RA differentiation, KO cells can experience dramatic reductions in H3K27me3 at specific promoters, and although there is minor H3K27me3 accumulation upstream of the TSS, transcription is not compromised.

**Figure 6:**
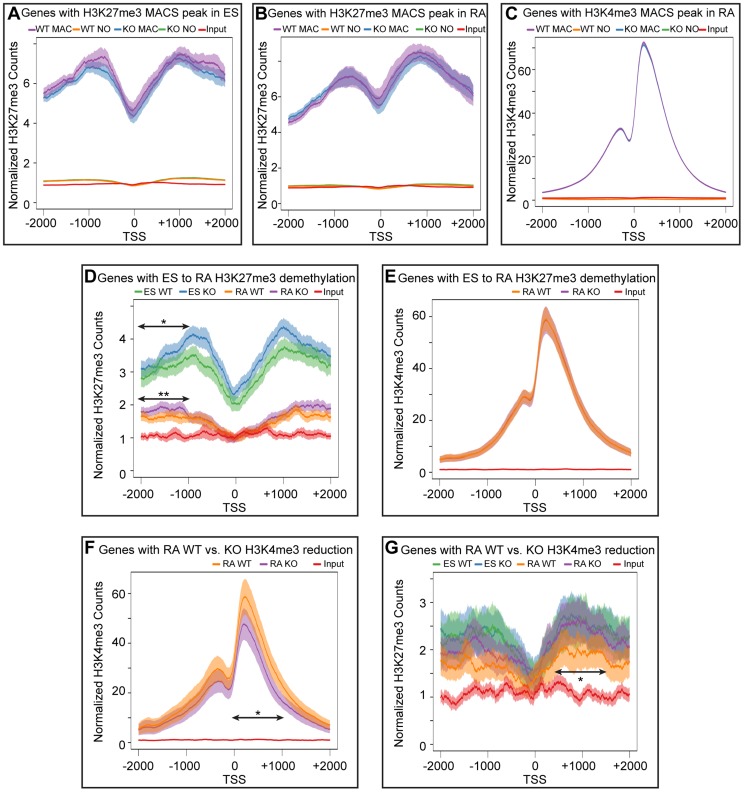
Meta-analysis of H3K27me3 and H3K4me3 distribution across female KDM6 WT and KO promoters. (A) Meta-analysis plotted the normalized H3K27me3 sequence reads and corresponding 95% confidence interval for all female KDM6 WT and KO ES promoters with a H3K27me3 MACS peak against all promoters without a MACS peak. Gene distributions span −2000 base pairs upstream of the transcription start site (TSS) to +2000 downstream. (B) Normalized H3K27me3 sequence reads for all WT and KO RA promoters with a H3K27me3 MACS peak against all promoters without a MACS peak. (C) Normalized H3K4me3 sequence reads for all WT and KO RA promoters with a H3K4me3 MACS peak against all promoters without a MACS peak. (D) Normalized H3K27me3 sequence reads across promoters identified by edgeR to experience H3K27me3 loss with RA differentiation. ES WT and KO vs. RA WT and KO are illustrated. While there is a large drop-off in both WT and KO RA counts, KO ES and KO RA was slightly elevated relative to WT ES and WT RA respectively across −1000 to −2000 (Ttest of means for all given promoters, p-value = *0.036, **0.019) (E) Normalized H3K4me3 sequence reads across promoters identified by edgeR to experience H3K27me3 loss with RA differentiation. RA WT and KO are illustrated. (F) Normalized H3K4me3 sequence reads across promoters identified by edgeR to experience H3K4me3 loss in KO RA relative to WT RA. RA WT and KO are illustrated. KO RA is significantly reduced across 0 to +1000 (p-value = *0.009). (G) Normalized H3K27me3 sequence reads across promoters identified by edgeR to experience H3K4me3 loss in KO RA relative to WT RA. ES WT and KO vs. RA WT and KO are illustrated. KO RA was significanly elevated relative to WT RA across +500 to +1500 (p-value = *0.040).

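Over the 157 distinct windows of Table S2, H3K4me3 was 53.6 ± 0.213 CPM in WT RA and 42.9 ± 0.515 CPM in KO RA (SD, n = 2), a log2 ratio of -0.32. KO RA was lower in all 4 pairs of libraries (exact permutation p = 0.33, the smallest possible). The table lists promoters selected for this reduction, in the same libraries. Across TMM and the other processing choices the log2 ratio lay between -0.38 and -0.31.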

Meta-analysis of promoters exhibiting H3K4me3 reductions in KO RA cells verified that this dataset was significantly deficient in H3K4me3 downstream of the TSS (Figure 6F). 

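H3K27me3 over the 157 windows of Table S2 was 44.7 ± 7.01 CPM in WT ES and 37.2 ± 2.08 CPM in WT RA (SD, n = 2), a log2 ratio of -0.27 (exact permutation p = 0.33, the smallest possible). It ranged from -0.43 to -0.065 with single libraries left out. Over the promoters of Table S1 the corresponding log2 ratio was -1.30.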

The H3K27me3 profile of this dataset revealed that these genes were not subject to dramatic K3K27me3 loss in WT ES to WT RA differentiation (Figure 6G). However, there was a small, but significant H3K27me3 elevation in RA KO relative to RA WT from TSS +0.5 KB to +1.5 KB. 

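Within TSS +/-1 KB, mean H3K27me3 over the 157 windows of Table S2 was 36.5 ± 1.68 CPM in WT RA and 43 ± 2.86 CPM in KO RA (SD, n = 2), a log2 ratio of 0.24. Both KO RA libraries were higher than both WT RA libraries (exact permutation p = 0.33, the smallest possible), and the log2 ratio stayed between 0.17 and 0.30 with single libraries left out. The median over windows gave 0.18. The counted windows end at +1 KB.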

Because identifying a small subset of data from a graph for statistical analysis amounts to cherry-picking and is not without bias, we performed a genome-wide comparison of WT RA to KO RA H3K27me3 levels with edgeR. 

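In the edgeR likelihood ratio test of KO RA against WT RA, 5 promoter rows had increased H3K27me3 at an FDR under 0.05 and 0 had reduced H3K27me3. At an unadjusted p under 0.05, 1287 rows were increased and 1221 reduced. The 5 rows lie in 2 regions, and no MACS peak was required of them. *Them5* (chromosome 3, 94146177 to 94148176) held 8 and 5 reads in WT RA and 32 and 29 reads in KO RA, a log2 fold change of 2.02 (SE 0.49, FDR 0.0424). The other 4, listed as DQ707432, DQ564566, AK006015 and DQ716022, overlap on chromosome 5 from 113780832 to 113783323, with log2 fold changes from 1.52 to 1.55 (FDR 0.0424 each). The quasi-likelihood test called 0 rows in either direction, with 1121 increased and 997 reduced at an unadjusted p under 0.05. DESeq2 and the fit of all 8 H3K27me3 libraries also called 0 increased rows. With at least 10 counts in every library 7 rows were increased, and with library totals, with distinct windows and with the older dispersion functions 5 were. With the replicate number as a block, 0 rows were called, and the correlation of same-numbered deviations between WT RA and KO RA was -0.028.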

Genome-wide cross-comparison of WT RA vs. KO RA did not identify any promoters (TSS +/−1 KB) exhibiting a significant increase in KO H3K27me3. We also compared all KO RA H3K27me3 MACS peaks (peak center +/−0.5 KB), including those not found at TSSs, for normalized sequence read enrichment over WT RA. This analysis identified 74 KO RA H3K27me3 MACS peaks (out of 4504 total MACS peaks) that were enriched in sequence reads over WT (Table S3). These peaks resided in varying proximity to 64 unique genes; however, only 7 of these genes demonstrated compromised transcription based on a reduction in TSS H3K4me3 levels (Table S3). 

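Table S3 of the paper lists 74 peaks, next to which 63 distinct gene names were read here. Of these genes, 58 have a promoter window in the files. At 7 of the 58, a promoter window had reduced H3K4me3 in KO RA at an FDR under 0.05 in the edgeR likelihood ratio test, and these are the 7 that the paper marks. They are *Wnt6* (log2 fold change -0.734, FDR 6.74e-14), a RIKEN cDNA gene on chromosome 5 (-0.297, FDR 0.00156), *Pax2* (-0.45, FDR 0.00832), *Pth1r* (-0.32, FDR 0.016), *Wnt3* (-0.413, FDR 0.0289), *Msi1* (-0.221, FDR 0.0327) and *Bcl11a* (-0.315, FDR 0.0387). The quasi-likelihood test of edgeR called 4 of them, DESeq2 called 1, and with library totals in place of TMM 5 were called. None of the 58 had a window of increased H3K4me3. H3K27me3 in KO RA was above WT RA at 45 genes, each taken at its window with the most H3K4me3 reads. The genes were listed for nearby peaks with more H3K27me3 in KO RA in the same libraries, so this majority is not independent evidence. Of the 58 genes, 0 had a window with increased H3K27me3 at an FDR under 0.05.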

Overall, with KDM6 loss of demethylation, a small subset of genes have minor reductions in H3K4me3 and reduced transcription, and a fraction of these experience elevated H3K27me3.

### MEFs exhibit KDM6 independent loss of H3K27me3 from promoters

To examine loss of H3K27me3 repression in a differentiated primary tissue, we utilized mouse embryonic fibroblasts (MEFs). Primary MEFs were cultured from E13.5 *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* embryos and treated with tamoxifen as indicated in Figure 7A. Relative to ES cells, a panel of representative *Hox* genes (*Hoxa3*, *Hoxc4*, *Hoxa13* and *Hoxd13*) demonstrated elevated expression levels in MEFs (Figure S8A). Following tamoxifen treatment, the growth of *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* MEFs slowed dramatically, while MEFs without Cre continued to proliferate. Regardless, *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* MEFs +TX largely did not experience reductions in *Hox* expression relative to untreated controls (Figure 7B). Only the most distal genes within the *Hox* A and D clusters (*Hoxa13* and *Hoxd13*) demonstrated a slight but significant reduction in expression with loss of UTX and JMJD3. *Hox* H3K27 methylation in *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* MEFs +TX matched their expression profile as the few distal genes that demonstrated mild expression deficiencies (*Hoxa13* and *Hoxd13*) also exhibited a significant increase in H3K27me3 (Figure 7C).

**Figure 7:**
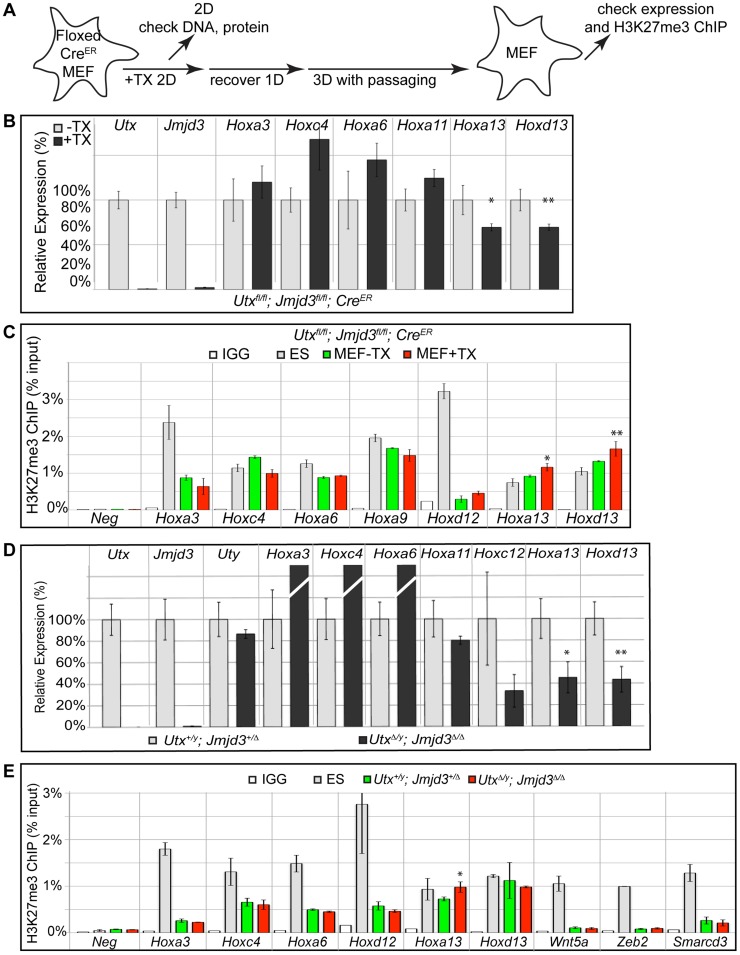
RT-PCR and H3K27me3 ChIP of *Utx and Jmjd3* mutant MEFs. (A) Schematic of MEF TX treatment. (B) Quantitative RT-PCR of indicated genes from *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* mouse embryonic fibroblasts (MEFs) left untreated (−TX, light grey) or pre-treated with TX (+TX, black). Significant reductions in *Hox* expression are indicated (T-test p-value * = 0.05, ** = 0.02, N = 3 samples per treatment). (C) H3K27me3 ChIP of *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* MEFs left untreated (green) or pre-treated with TX (red). An IgG control ChIP is illustrated as white bars and H3K27me3 ChIP of ES cells is illustrated as light grey bars. Quantitative PCR of a H3K27me3 negative locus (*Slc2a8* promoter, *Neg*) was utilized for comparison to *Hox* promoters. Significant H3K27me3 accumulations of MEF +TX relative to −TX are indicated (T-test p-value * = 0.01, ** = 0.04, N = 3 samples per treatment). (D) Quantitative RT-PCR of indicated genes from *Utx^+/y^*;*Jmjd3^+/Δ^* (light grey bars) or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs (black bars). Significant reductions in *Hox* expression are indicated (T-test p-value * = 0.01, ** = 0.003, N = 3 independent MEF lines per treatment). (E) H3K27me3 ChIP of *Utx^+/y^*;*Jmjd3^+/Δ^* (green bars) or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs (red bars). An IgG control ChIP is illustrated as white bars and H3K27me3 ChIP of ES cells is illustrated as light grey bars. Quantitative PCR of a H3K27me3 negative locus (*Slc2a8* promoter, *Neg*) was utilized for comparison to promoters of *Hox* genes and other indicated transcription factors. Significant H3K27me3 accumulations of *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs relative to *Utx^+/y^*;*Jmjd3^+/Δ^* MEFs are indicated (T-test p-value * = 0.02, N = 3 samples per treatment).

Primary MEFs were also cultured from E13.5 *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos to assay function in both establishment and maintenance of a H3K27 demethylated state. Similar to transient TX induced KDM6 loss, *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs had significantly reduced expression of more distal *Hox* genes (*Hoxa13*, *Hoxd13*, Figure 7D) relative to *Utx^+/y^*;*Jmjd3^+/Δ^* controls. H3K27me3 ChIP of *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs only revealed some accumulation on *Hoxa13* while other *Hox* genes were unaffected (Figure 7E). Notably, several *Hox* genes demonstrated significant reduction in H3K27me3 levels relative to ES cells (*Hoxa3*, *Hoxc4*, *Hoxa6*, *Hoxd12*) in both control and *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs (Figure 7E). Some proximal Hox genes actually demonstrated an increase in KO MEF *Hox* expression (*Hoxa3*, *Hoxc4* and *Hoxa6*), but this may be an artifact of the decreased growth rate of these cells as the H3K27me3 profile of these genes is unaffected. Furthermore, several other transcription factors (*Wnt5a*, *Zeb2*, *Smarcd3*) also exhibited near-complete loss of H3K27me3 even though all KDM6 demethylases had been removed throughout embryonic development. Notably these genes experience loss of localized H3K27me3 even though total H3K27me3 protein levels (Figure S3G,H) and EZH2 levels (Figure S8B,C) were elevated (H3K4me3 levels were not affected, Figure S8C). Therefore, H3K27me3 repressed genes can establish promoter states cleared of this repressive chromatin in the absence of KDM6 demethylases.

## Discussion

A tremendous dichotomy exists in the field of H3K27 demethylases. H3K27me3 results in gene repression throughout the early embryo, yet enzymes that catalyze its removal are individually not essential for male embryonic viability. These findings are unexpected given that numerous genes crucial for early embryonic gastrulation events [43]–[52] experience H3K27me3 de-repression during development [4], [53], [54] including but not limited to GATA, TGF-β/BMP, WNT, FGF, and T-box transcription factor networks. Cell culture model systems have implicated that UTX and JMJD3 function in activation of several of these pathways [17]–[19], [22], [32]. We now demonstrate *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos devoid of all KDM6 demethylation remarkably survive to term and appear phenotypically normal at mid-gestation. *Utx^Δ/Δ^*;*Jmjd3^Δ/Δ^* embryos (lacking the demethylase independent function of UTY) survive through gastrulation and albeit smaller in size, can develop E10.5 features. Therefore, KDM6 is not crucial for alleviating the H3K27me3 repression of genes needed for early embryonic gastrulation events.

Even within individual cellular and organismal models, several studies have produced conflicting reports. UTX mediated H3K27 demethylation is reported to function in cellular reprogramming and germ cell development [55], however surviving *Utx* mutant male mice are fertile [31], [56]. UTX is reported to be essential for appropriate expression of germ layer markers in male ES cell differentiation [19], [56], yet differentiation deficits can largely be rescued by UTY or a catalytically inactive form of UTX [32], [57]. UTX is essential for efficient *Hox* H3K27me3 demethylation and gene activation [27], [29], [30], [57], [58], yet Utx null male ES cells can largely remove *Hox* H3K27me3 and demonstrate normal transcriptional activation [56]. The discrepancies in these reports may be accounted for by differences in cell type, genetic background, intrinsic growth differences in ES cell clones, differential JMJD3 redundancy, or differential UTY expression [as has been reported [31], [32], [56], [59]. We take advantage of mutant inducible alleles to enable comparison of control and knockout of the entire KDM6 family within the same ES cell clone with identical growth rate and genetic background. Similar to the normal appearance of mid-gestation *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos, KDM6 mutant male ES cells could differentiate normally into all EB germ layers. Mutant female ES cells null for any KDM6 demethylation demonstrated dramatic reduction in both global levels of H3K27me3 (with EB differentiation) and local levels of H3K27me3 from proximal *Hox* clusters and from promoters of other transcription factors (with RA differentiation). While there was a low level significant H3K27me3 accumulation upstream of these promoters in RA KO cells, these genes were largely cleared of H3K27me3 and experienced normal transcriptional activation, similar to findings in *Utx* male knockout studies alone [56]. *Utx* and *Jmjd3* mutant MEFs demonstrated mild H3K27me3 accumulation and reduced expression only within the most distal regions of the *Hox* cluster. Similarly, Zebrafish UTX loss of function produces modest deficiencies in distal *Hox* expression [27]. EZH2 protein levels were mildly upregulated in *Kdm6* mutant MEFs and may account for altered distal *Hox* gene regulation. Relative to ES cells, *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs exhibited substantial reductions in promoter H3K27me3 of several Hox genes and developmental transcription factors. Thus in the absence of KDM6 H3K27 demethylation, H3K27me3 loss can be both initiated and maintained in developmental situations.

Our study raises intriguing questions regarding early embryonic removal of H3K27me3. Thus far, only UTX and JMJD3 have demonstrated the ability to demethylate H3K27me3. It is unlikely that another JmjC protein can demethylate H3K27me3. The KDM7 family including JHDM1D and PHF8 can demethylate both H3K9 and H3K27 dimethyl residues, but does not demethylate trimethyl residues [60], [61]. The PHF8 active site cannot sterically accommodate trimethyl residues [62]. In contrast, UTX positions H3K27me3 farther from the active site to properly position the larger residue modifications [63]. Furthermore, UTX amino acid Y1135 bonds with a methyl group of H3K27me3 and is essential for demethylation [31], [63]. This residue is not conserved in the KDM7 family. A tyrosine at this position is conserved for members of the KDM4 family of H3K9 and H3K36 trimethyl demethylases. However, this family of proteins has a catalytic core buried within a deep pocket, and residues downstream of H3K27 do not encode enough flexibility to fit this modification in the active site [64]. It is possible that a novel family of proteins may actively demethylate H3K27me3 utilizing distinct chemistry.

Alternatively, H3K27me3 in the early embryo may be replaced by passive mechanisms, as histones can be turned over multiple times within each cell cycle [65]. PRC complexes remain bound to chromatin during DNA replication and associate with the replication fork in dividing cells to direct methylation of H3K27me3 on newly incorporated daughter strand histones [66]–[68]. Thus, in a passive model for H3K27me3 replacement, displacement of the PRC2 complex during replication allows for incorporation of un-methylated H3K27. In a similar fashion, DNA methylation in the mouse pre-implantation embryo and germline may be removed via passive replication dependent mechanisms via displacement of DNA methyl-transferase from sites of replication [69], [70].

The role of the KDM6 family in development is not clear. Passive H3K27me3 removal may dominate in rapidly dividing cells such as in the early embryo. Active H3K27me3 demethylation may prove more essential for rapid response to specific environmental or developmental cues, particularly in more static cellular populations. Alternatively, rather than facilitating drastic gene induction, H3K27 demethylases may act to fine-tune transcriptional activity to promote accurate robust temporal and spatial patterns of gene expression. Accordingly, UTY associates with a wide array of chromatin and transcriptional machinery that may promote proper gene expression output [31]. In this sense, KDM6 members may encode a reader function to recruit transcriptional complexes to repressed genes and/or to displace PRC2 without the need for active demethylation. Point mutagenesis in the UTX and JMJD3 catalytic domains further emphasizes demethylase independent roles for the KDM6 family [32], [71], [72]. Going forward, genetic experiments analyzing crosstalk between chromatin modifying factors and structure/function analysis within the mammalian embryo are required to define specific function of the KDM6 family in embryonic development.

## Materials and Methods

### Mice

All mouse experimental procedures were approved by the University of North Carolina Institutional Animal Care and Use Committee. The *Utx^fl^* allele is described [31]. The *Jmjd3^tm1Mag^* (*Jmjd3^fl^*) allele was derived by targeting E14 ES cells. The *Jmjd3* targeting construct was generated by BAC recombineering to insert a LoxP site in intron 13 and a FRT-Neomycin-FRT-LoxP cassette in intron 20 of *Jmjd3*. After successful targeting, the Neomycin cassette was removed by electroporation of a pCAGG-FLP construct. The resulting *Jmjd3^+/fl^* ES cells were injected into C57BL/6J blastocysts. Resulting chimeras were mated to CD1 females to assess germline transmission, and were maintained on either a mixed CD1 background or were backcrossed to C57BL/6J. *Utx^Δ^* and *Jmjd3^Δ^* alleles were generated by crossing floxed alleles to the *VasaCre* transgene that restricts Cre activity to the germline [73]. These progeny were then mated to propagate the *Utx^Δ^* and *Jmjd3^Δ^* alleles. To generate higher proportions of desired genotypes in the *Utx Jmjd3* genetic interaction cross, *Utx^+/Δ^;Jmjd3^+/Δ^* female mice were mated with either *Utx^fl/y^;Jmjd3^fl/Δ^;VasaCre* or *Utx^+/y^;Jmjd3^fl/Δ^;VasaCre* males. Embryos were PCR genotyped from yolk sac samples for *Utx* or *Jmjd3* and were sexed by a PCR genotyping scheme to distinguish *Utx* from *Uty*. All primer sequences are listed in Table S4.

### Cell culture

*Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* and *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cell lines were generated from E3.5 blastocysts in crosses utilizing *CAGGCre-ER* transgenic mouse line [41]. ES cells were cultured as described [36]. ES cells were split off of feeder MEFs and treated with 1 µg/mL 4-hydroxytamoxifen (4-OHT) for 3 days and were allowed to recover for 1 day. In EB differentiation experiments, 10^6^ ES cells were cultured in 10 mL of ES culture media lacking LIF on agarose coated Petri dishes. Hanging drop EBs were set up with 25 µL drops of ES cells at a concentration of 20,000 cells per mL. In RA differentiation experiments, ES cells were plated following tamoxifen recovery, and the next day were cultured without LIF in 1 µM Retinoic Acid. E13.5 MEFs were generated as described [31]. MEFs were passaged 1x and treated with 0.5 µM 4-OHT for 2 days, then were passaged and cultured for an additional 3 days.

### RT-PCR, western blotting, and ChIP

RNA was isolated with Trizol and cDNA was synthesized with Multiscribe reverse transcriptase. Gene expression was analyzed by qRT-PCR (Bio-Rad SsoFast EvaGreen, CFX96 real time system). All RT-PCR was normalized to *Gapdh* expression and graphed relative to control samples. All primer sequences are listed in Table S4. Nuclear lysates, histone extracts, and western blotting was performed as described [31] utilizing anti-RBBP5 (Bethyl Labs A300-109A, 1∶5000), anti-ASH2L (Bethyl Labs A300-107A, 1∶3000), anti-H3K27me3 (Millipore 07-449, 1∶2000), anti-H3 (Abcam ab1791, 1∶10,000), anti-GAPDH (Sigma G9545, 1∶10000), anti-UTX [29], or anti-UTX (Bethyl Labs A302-374A, 1∶4000) antibodies. ChIP was performed as described [74] and graphed relative to % of total ChIP input DNA for each immunoprecipitation. 5×10^6^ cells were sonicated by a Branson Sonifier at 15% duty cycle (0.7 s on 0.3 s off). For some experiments, chromatin was sonicated in a chilled water bath by a Bioruptor sonifier on high setting for 30 s with 60 s rest. Rabbit IgG (Sigma, I5006), anti-H3K27me3 (Abcam ab6002, 2.5 µl), anti-H3K4me3 (Abcam ab8580, 2 µl), or EZH2 (Cell Signaling 5246, 3 µl) antibodies were used for ChIP. All ChIP primers are listed in Table S4. Immunofluorescence experiments were performed as described [31] with anti H3K27me3 (Cell Signaling 9733S, 1∶500) or ISL1 (DSHB 39.4D5-S, 1∶200)

### Preparation of ChIP-seq libraries and data analysis

ChIP DNA and Input DNA were ligated to Truseq adapters as described [75]. Samples were multiplexed and sequenced with the HiSeq 2000 Analyzer (UNC High Throughput Sequencing Facility). The quality of the sequences reads was evaluated with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were then mapped to the B6 genome using Bowtie (http://bowtie-bio.sourceforge.net/index.shtml). Significant enrichment (peaks) were called using MACS (http://liulab.dfci.harvard.edu/MACS/index.html), with the input ChIP-seq datasets for the background model, on pooled replicates. Peak lists were filtered using an FDR cutoff of 0.05. We then identified peaks that were within 1 Kb of transcriptional start sites (TSSs), as annotated in the UCSC genome browser for mm9. Read counts for a particular locus were normalized to the total number of sequence reads generated for each sample. We used edgeR (http://www.bioconductor.org/packages/2.12/bioc/html/edgeR.html) to determine if there was a bias in the number of H3K27me3 or H3K4me3 reads at MACS positive promoters between various samples. Metaplots were drawn using custom Python scripts and R, and t-tests were performed using the average read count per gene within the ranges specified in the text. ChIP-seq datasets were submitted to GEO (accession GSE58391: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58391).

## Supporting Information

Figure S1 Targeted mutation of *Jmjd3*. (A) *Jmjd3* was targeted to introduce a LoxP site in intron 13 and another in intron 20. The FRT site remains after the Neo cassette was removed by FLP recombinase. A schematic of the JMJD3 protein is illustrated above to denote the region that will be removed with Cre recombinase. Splicing from exon 13–21 will introduce a frameshift and stop codon. (B) Verification of the *Jmjd3^fl^* allele. Southern blotting of WT and targeted *Jmjd3^+/neofl^* ES cells with a 3′ probe and XmnI digest demonstrated the expected shift in banding due to a novel restriction site. The neo cassette was removed from targeted ES cells by transfection of a Flp recombinase to create *Jmjd3^+/fl^*. (C) *Jmjd3^fl^* ^/fl^ mice were crossed to a germline Cre recombinase to create *Jmjd3^Δ/Δ^*. A PCR genotyping scheme was designed to distinguish WT, *Jmjd3^fl^*, and *Jmjd3^Δ^* alleles in resulting mice. (D) The *Jmjd3* deletion is verified by RT-PCR of E18.5 whole embryo RNA. *Jmjd3^Δ/Δ^* embryos lack the exons 14–17 product and amplification across exons 13–22 produces a smaller band that corresponds to the expected product lacking exons 14–20. Therefore, the mutant transcript is stable and is expected to produce JMJD3 lacking the JmjC histone demethylase domain. (E) Homozygous *Jmjd3* mutant embryos are born, but fail to breathe as indicated by their blue color. (F) *Jmjd3^Δ/Δ^* embryos appear phenotypically normal at E10.5.
(TIF) Click here for additional data file.

Figure S2 Maternal deletion of UTX and JMJD3 does not enhance embryonic mutant phenotypes. (A) *Utx^fl/Δ^*;*Jmjd3^fl/Δ^*;Vasa*Cre* female mice (with oocytes carrying deletion *Utx* and *Jmjd3*) were crossed with *Utx^fl/y^*;*Jmjd3^fl/Δ^*;Vasa*Cre* male mice (with sperm carrying deletion of *Utx* and *Jmjd3*) and embryos from the cross were dissected at E10. *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* (A′) and *Utx^Δ/Δ^*;*Jmjd3^Δ/Δ^* (A″) embryos from this cross phenocopy embryos derived from crosses with maternal contribution of UTX and JMJD3 (Figure 1D,E). (B) Genotyping of *Utx* and *Jmjd3* of embryos derived in the cross in Figure S2A to demonstrate complete recombination of *Utx* and *Jmjd3* floxed (fl) alleles to deletions (Δ).
(TIF) Click here for additional data file.

Figure S3 Analysis of mid-gestation *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* male embryos. (A,B) Quantitative RT-PCR of KDM6 members (A, *Utx* = light grey, *Jmjd3* = dark grey, *Uty* = black) and indicated *Hox* genes (B, *Hoxc4* = light grey, *Hoxa6* = dark grey, *Hoxa13* = black) in all indicated combinations of E10.5 male *Utx* and *Jmjd3* mutant embryos relative to *Utx^+/y^*;*Jmjd3^+/Δ^* controls (N≥4 samples per genotype). (C) Histones were extracted from *Utx^+/y^*;*Jmjd3^+/Δ^* or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* embryos and fluorescent western blots are illustrated for H3K27me3 relative to total H3 loading control. (D) Quantitation of the western blot in part C, H3k27me3 values were normalized to total H3 to calculate H3K27me3%. (E) H3K27me3 immunofluorescence of E10.5 *Utx^+/y^*;*Jmjd3^+/Δ^* or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* myocardium. (F) H3K27me3 immunofluorescence of E10.5 *Utx^+/y^*;*Jmjd3^+/Δ^* or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* ISL1 positive motor neurons in the proximal spinal chord. (G) Histones were extracted from *Utx^+/y^*;*Jmjd3^+/Δ^* or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEF lines and fluorescent western blots are illustrated for H3K27me3 relative to total H4 loading control. (H) Quantitation of western blots for H3K27me3%, from *Utx^+/y^*;*Jmjd3^+/Δ^* (grey) or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* (black) MEFs relative to total H4. Significant increases in protein levels are indicated (* p-value = 0.05).
(TIF) Click here for additional data file.

Figure S4 Efficiency of tamoxifen *Cre^ER^* induction in *Utx* and *Jmjd3* floxed ES cell lines. (A) PCR genotyping of a *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cell line left untreated (−TX) or treated with tamoxifen for 2 days (+TX) for *Utx*, *Jmjd3*, Sex, and presence of Cre. Controls PCR reactions included are *Utx* or *Jmjd3* floxed alleles (*fl*), *Utx* or *Jmjd3* deleted alleles (*Δ*), Male DNA (Male), Female DNA (Female), Cre negative DNA (Neg), Cre positive DNA (Pos), water (H). (B) Western blot of a *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cell line left untreated (−TX) or treated with tamoxifen for 2 days (+TX) and the *Utx^GT1/y^* ES line for UTX (αUTX) or a loading control (αGAPDH). The *Utx^GT1/y^* line should trap all *Utx* products. Therefore, the band present in all lanes at 140 KD is a non-specific band rather than an alternative product because it is not reduced in the *Utx^GT1/y^* sample. (C) RT-PCR for the 3 lines described in part B across the *Utx* region deleted by the floxed allele (Exon 3) and the JmjC domain. Note that all transcripts containing the JmjC domain are reduced in the *Utx^GT1/y^* RNA. (D) Western blot using a second independent UTX antibody.
(TIF) Click here for additional data file.

Figure S5 Hanging drop EB analysis and constitutive deletion of *Utx* and *Jmjd3*. (A) As an alternative to formation of EBs in mass culture of ES cells, hanging drop EBs were generated from a defined cell number in a defined drop volume. (B) Fluorescent western blot analyzing loss of H3K27me3 with EB differentiation. H3K27me3 is blotted relative to total H4. (C) Quantification of the blot in Figure S5B. H3K27me3% is plotted relative to total H4 (D) Differentiation following constitutive long term deletion of *Utx* and *Jmjd3*. *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells were treated with TX for 3 days, then plated at low density to allow picking of single cell colonies. A clone of *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* cells was propagated over 3 weeks and several passages, then differentiated into a typical day 4 EB structure relative to the parental *Utx^fl/y^*;*Jmjd3^fl/fl^*;*Cre^ER^* line. (E) Expression analysis of the ES cells (diff −) and day 8 EBs (diff +) described in Figure S5D for *Utx*, *Jmjd3*, *Gata6* (endoderm), and *Flk1* (Mesoderm). (F) *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells were also treated with TX to generate single cell clones (as described in Figure S5D) and *Utx^Δ/Δ^*;*Jmjd3^Δ/Δ^* ES cells (Diff −) were differentiated with RA for 2 days (diff +) and RT-PCR compared expression of *Utx*, *Jmjd3*, *Hoxa1*, and *Hoxb1* relative to the parental *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* line.
(TIF) Click here for additional data file.

Figure S6 UCSC genome browser view of *Hoxb*, *Hoxc*, and *Hoxd* clusters. (A–C) UCSC genome browser view of *Hoxb* (A), *Hoxc* (B), and *Hoxd* (C), clusters. Illustrated are Input (black), WT ES H3K27me3 ChIP (dark green), KO ES H3K27me3 ChIP (dark red), WT RA H3K27me3 ChIP (light green), KO RA H3K27me3 ChIP (light red), WT RA H3K4me3 ChIP (blue), KO RA H3K4me3 ChIP (orange), and MACS defined enrichment peaks are illustrated as black bars underneath each track.
(TIF) Click here for additional data file.

Figure S7 Analysis of MLL and PCR2 complexes in *Utx* and *Jmjd3* mutant cells. (A) Western blot analyzing levels of MLL complex members ASH2L and RBBP5 in *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells −TX or +TX. (B) Western blot levels of PRC2 component EZH2 and RBBP5 in WT ES cells, 2 day RA differentiated ES cells, or 2 day differentiated EBs. (C) EZH2 ChIP-qPCR of *Utx^fl/fl^*;*Jmjd3^fl/fl^*;*Cre^ER^* ES cells (dark green, Diff −) or after 2 days of RA treatment (light green or red, Diff +) left untreated (green) or pre-treated with tamoxifen (red). An IgG control ChIP is illustrated as white bars. Quantitative PCR of an EZH2 negative locus (*Npm1*, *Neg*) was utilized for comparison to *RARE*, *Hoxa1*, *Hoxa2*, *Hoxb1*, *Hoxb2*, and *Hoxd9*.
(TIF) Click here for additional data file.

Figure S8 Analysis of *Utx* and *Jmjd3* mutant MEFs. (A) RT-PCR of *Hoxa3*, *Hoxc4*, *Hoxa13*, or *Hoxd13* in ES cells, retinoic acid treated ES cells, or MEFs. (B) Western blot of EZH2 relative to RBBP5 loading control from *Utx^+/y^*;*Jmjd3^+/Δ^* or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* MEFs. (C) Quantitation of western blots for EZH2 or H3K4me3 from *Utx^+/y^*;*Jmjd3^+/Δ^* (grey) or *Utx^Δ/y^*;*Jmjd3^Δ/Δ^* (black) MEFs. Significant increases in protein levels are indicated (*p-value = 0.04).
(TIF) Click here for additional data file.

Table S1 Promoters experiencing H3K27me3 loss in ES to RA differentiation. EdgeR statistical comparison for significant (FDR<0.05) loss of H3K27me3 normalized sequence reads in WT RA relative to WT ES (sheet 1) and KO RA relative to KO ES (Sheet 2) across the TSS +/− 1 KB. Some genes have multiple alternative promoters, so genes that are duplicated within the list are highlighted in red. Also denoted is whether the promoter has a corresponding RA H3K4me3 MACS peak (listed as 1).
(XLSX) Click here for additional data file.

Table S2 Promoters experiencing H3K4me3 reduction in KO RA differentiation. EdgeR statistical comparison for significant (FDR<0.05) loss of H3K4me3 normalized sequence reads in KO RA relative to WT RA across the TSS +/−1 KB. Some genes have multiple alternative promoters, so genes that are duplicated within the list are highlighted in red. Also denoted is whether the promoter has a corresponding WT or KO ES H3K27me3 MACS peak (listed as 1).
(XLSX) Click here for additional data file.

Table S3 KO RA H3K27me3 MACS peaks that have enrichment in H3K27me3 sequence reads over WT RA. EdgeR statistical comparison for significant (FDR<0.05) increase in H3K27me3 normalized sequence reads in KO RA MACS peaks relative to WT RA across the KO RA peak center +/−0.5 KB. MACS peaks are listed with the nearest neighboring gene. Some genes are associated with multiple MACS peaks, so genes that are duplicated within the list are highlighted in red. Also denoted is whether the promoter of that gene has a corresponding reduction in KO RA H3K4me3 (listed as 1).
(XLSX) Click here for additional data file.

Table S4 Primers used in the study.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

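H3K27me3 ChIP-seq libraries of WT ES, KO ES, WT RA and KO RA cells (2 of each) and H3K4me3 libraries of WT RA and KO RA cells (2 of each) were analysed. The paper describes 4 ChIP replicates of each group for H3K27me3, pooled in pairs, so each of these libraries stands for 2 ChIP replicates. The authors mapped the reads to the mouse genome with Bowtie and deposited, for each library, the count of reads in every promoter window (TSS +/-1 KB), in raw read counts without normalization. All values were whole numbers, and 893 rows held 0 reads in all 12 libraries. Windows of neighboring or alternative TSSs overlap, so a read can be counted in several of them. The paper's text does not name how duplicate or multiply mapped reads were handled. Input libraries and MACS peaks were not used here, so the paper's requirement of a peak was not applied.

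Libraries were grouped by genotype, treatment and mark. Library size was the sum of reads over all promoter rows, from 559836 to 697130 for H3K27me3 and from 7580726 to 8477585 for H3K4me3. The smallest share that 3 reads can show was 4.3 to 5.36 CPM for H3K27me3 and 0.354 to 0.396 CPM for H3K4me3. These limits cover counting error only. Because ChIP replicates were pooled, the spread between libraries does not show the spread between single ChIP replicates.

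Promoters were compared with edgeR 4.0.16 in R 4.3.3, with TMM factors, estimateDisp and the likelihood ratio test, without a filter on low counts. P values were adjusted by the Benjamini-Hochberg method over all promoter rows, and an FDR under 0.05 was the threshold. The paper used edgeR, and its supplementary tables hold a likelihood ratio column. Each comparison used its 4 libraries, and the difference between genotypes in the change with RA was tested as an interaction over the 8 H3K27me3 libraries. Values called CPM are TMM-normalized counts scaled to library size. Lists of promoters were summarized per library as the mean CPM over distinct windows, and groups were compared with an exact two-sided permutation test. With 2 libraries against 2 the smallest p this test can give is 0.33, so it cannot pass 0.05, and with 4 against 4 it is 0.0286. The share of reads on chromosome X was compared between the 4 ES and 4 RA libraries.

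Genes were named by a rule set before the data were examined. It covers every gene the paper names for ChIP-seq, and for each comparison and direction up to 5 distinct windows with the largest absolute log2 fold change among those past the threshold that changed the same way in all 4 pairs of libraries. The values of 1 gene under this rule are not reported here. A gene with several windows was represented by the window with the most reads over the libraries of the mark. For the genes of Table S3, the window with the most H3K4me3 reads was used for both marks. The same plan named the alternatives to be tried. These were the edgeR quasi-likelihood test, DESeq2 1.42.0, library totals without TMM factors, at least 10 counts in every library, distinct windows only, the replicate number as a block, the older dispersion functions of edgeR, the promoters with the most signal only, all 8 H3K27me3 libraries in a single fit, the median over windows, and each library left out in turn. Added after the data had been seen were a GC correction, the replicate block with that correction, removal of chromosome medians, removal of the 10 rows with the most reads, and DESeq2 with edgeR's dispersions, with a constant dispersion trend and with independent filtering. The sets of 1141 and 19140 promoters with the most reads and the H3K4me3 comparison over proximal *Hox* promoters were also added then. GC content of windows was taken from mm9 with bedtools 2.31.1.

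The test was tested on simulated data with 200 changed windows. With a fold change of 4, the likelihood ratio test recovered 91.5% of them in the setting of WT H3K27me3, with 12 false calls, and 97.5% in that of KO, with 13. With a fold change of 1.5 in the setting of H3K4me3, it recovered 98.5%, with 2 false calls. The quasi-likelihood test recovered 86%, 97% and 91.5%, with 1, 10 and 0 false calls. The changed windows were drawn only from those well above the median read count, so recovery at windows with few reads was not tested. Counts were simulated with the dispersions that edgeR had fitted, so the simulation cannot show whether those dispersions are too small. The replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries of different groups. The correlations lay between -0.042 and 0.03 for H3K27me3 and the correlation was -0.0018 for H3K4me3, so the libraries were treated as unpaired. Regrouping the libraries was not used for the counts of promoters, because each group has 2 libraries.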

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

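The tests of H3K4me3 differences along chromosomes were chosen only after the result was seen, apart from those of GC content and of weaker against stronger windows, and the remaining tests were chosen before their results. Each result below lies in data that the paper does not report on, or differs between WT and KO.

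The paper reports losses of H3K27me3 with RA, and gains were counted here. In WT, 286 promoters (260 identifiers, 226 merged regions) gained H3K27me3 from ES to RA in the edgeR likelihood ratio test at an FDR under 0.05, against 151 that lost it. In KO, 780 promoters (710 identifiers, 620 merged regions) gained H3K27me3, against 493. In both genotypes 187 promoters were called as gained, and 734 of the KO gains had a log2 fold change above 0 in WT. The quasi-likelihood test called 230 and 589 gains. The largest gains in WT that held in all 4 pairs of libraries were at windows with few reads, namely Pus10 (6.23), Pola1 (6.14), Gm13078 (5.65), Tas2r117 (3.93) and Oxr1 (3.92). In KO they were at Olfr1168 (5.85), Clec2d (5.65), AK145340 (3.78), Tdh (3.46) and Nr5a2 (3.44), and Nr5a2 rose from 9 and 11 reads to 111 and 100 (FDR 8.27e-25).

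The ratio of gained to lost promoters in WT was 1.89. With GC trends removed from each library it was 2.86, without the 10 rows with the most reads it was 2, and over merged regions it was 1.95. With library totals in place of TMM it was 1.56 in WT. At an unadjusted p under 0.05 there were then 1934 gains and 2177 losses in WT. In KO, library totals took the ratio from 1.58 to 1.06. At an unadjusted p under 0.05 there were then 2205 gains and 2812 losses in KO. The KO ratio was 2.45 with GC trends removed, 2.06 with DESeq2 and its own size factors and 1.74 with the quasi-likelihood test. DESeq2 with a constant dispersion trend, a setting added after the data were seen, called 0 gains and 0 losses in each genotype. At an unadjusted p under 0.05 it called 252 gains and 256 losses in KO and 271 and 139 in WT. The excess of gains over losses was thus not found under every setting in either genotype. Among the 1044 promoters with the most H3K27me3 in WT ES, losses outnumbered gains in WT (82 against 61), while at an unadjusted p under 0.05 gains outnumbered losses (176 against 130). Among the 1141 with the most in KO ES, gains outnumbered losses in KO (308 against 156). These sets were ranked on ES reads, which favors falls, so they do not decide the question. The idea of a list of pluripotency genes came from seeing such genes among the gains, and the genes seen by then were left out of it. The list of 25 genes, of which 24 have a window, was written before its values were seen. It includes Nr5a2, which was found among the largest KO gains afterwards. Its median log2 fold change was 0.907 in WT and 0.839 in KO. Each was above all 10000 random lists matched on reads (percentile 100 in WT and 100 in KO), whose 95th percentiles were 0.228 and 0.28. Of the 24 genes, 21 had a log2 fold change above 0 in WT and 21 in KO, and 5 and 9 were called as gained and 1 in each (*Tbx3*) as lost. Genes of a list are not independent replicates. A candidate explanation for the gains at these genes is that pluripotency genes shut down with RA acquire H3K27me3. This is a hypothesis tested in the same libraries. The list holds 5 and 9 called genes, against 286 and 780 gained promoters. It thus does not show that such genes account for the excess of gains over losses. Sequencing batches and the mixture of cells in each library are not known, so the gains cannot be told apart from a difference between batches of ES and RA libraries. TMM and library totals both scale each library to its own reads, so the gains are relative. If total H3K27me3 fell with RA, promoters with an unchanged amount could be called as gained. The paper reports a global fall with EB differentiation, and the counts hold no measure of the total in RA cells.

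H3K4me3 was increased in KO RA at 164 promoters (156 identifiers, 134 merged regions) in the edgeR likelihood ratio test, beside the 179 reduced promoters that the paper's list is about. The quasi-likelihood test called 97 increased promoters and DESeq2 called 1. Chromosome 11 held 32 of the increased and 8 of the reduced promoters, and chromosome 1 held 5 and 19. With the median of each chromosome removed, 141 increased and 162 reduced promoters were called. The numbers of calls thus changed little without the shifts of chromosomes. Whether the same promoters were called was not compared.

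H3K4me3 in KO RA against WT RA differed by whole chromosomes over 17215 windows. The median log2 difference was 0.0615 on chromosome 11, -0.0454 on chromosome 1 and -0.0341 on chromosome 12. Of the 44 bins of 10 Mb on these 3 chromosomes, 43 (97.7%) were shifted in the direction of their chromosome, but the chromosomes were picked for their shift, so the bins do not decide the question. The SD of the medians over the 20 chromosomes was 0.0213 between genotypes. The larger SD between replicates was 0.327 of this value, just below the limit of 1/3 set for that test. With GC trends removed the SD was 0.989 of the uncorrected SD. A difference in copy number between the KO and WT cells would shift H3K27me3 in the same direction. Across the 20 chromosomes, the H3K27me3 difference in RA windows of low signal had a Pearson r of 0.512 with that of H3K4me3 (permutation p = 0.019, Benjamini-Hochberg adjusted p = 0.0462 over 3 correlations), and Spearman's rho was 0.37 (permutation p = 0.11). Without chromosomes 11 and 1, r was 0.136, so the relation rests on those chromosomes. In ES cells r was 0.261 (permutation p = 0.262, Benjamini-Hochberg adjusted p = 0.262; rho 0.296, permutation p = 0.204), and without chromosomes 11 and 1 it was 0.285. The shifts of windows with weaker and stronger H3K4me3 had an r of 0.499 (permutation p = 0.0308, Benjamini-Hochberg adjusted p = 0.0462; rho 0.52, permutation p = 0.0208), and -0.124 without chromosomes 11 and 1. The last test, those of H3K27me3 in RA and ES cells and that of the bins were read as undecided only after their values had been seen. By the rule first set, the test in ES cells would have counted against a difference in copy number, but a positive r that does not pass 0.05 over 20 chromosomes does not exclude one. In low-signal ES windows the H3K27me3 difference was 0.0018 on chromosome 11, -0.0391 on chromosome 1 and 0.031 on chromosome 12. In RA windows it was 0.0519, -0.0643 and -0.0403. Chromosome 12 thus went against its H3K4me3 shift in ES cells, while chromosome 1 went with it, and all 3 did in RA cells. The pattern cannot be told apart from a difference in copy number in part of the cells, and its cause is left open.

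The change of H3K27me3 with RA differed between KO and WT at 1 promoter in the interaction test of edgeR (FDR 0.0219), AK046130 (chromosome 16, 28159118 to 28161117). It held 1 and 1 reads in WT ES, 17 and 15 in WT RA, 19 and 8 in KO ES, and 6 and 3 in KO RA, log2 fold changes of 3.91 in WT and -1.50 in KO. At an unadjusted p under 0.05 there were 2272 promoters. The quasi-likelihood test gave AK046130 an FDR of 0.0965 and called 0 promoters, with 1937 at an unadjusted p under 0.05. No explanation was tested for this promoter.

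The share of H3K27me3 promoter reads on chromosome X was 1.82% ± 0.12 (SD, n = 4) in ES and 1.56% ± 0.0564 (SD, n = 4) in RA libraries, a difference of -0.261 percentage points (exact permutation p = 0.0286, the smallest possible). It fell from 1.92% to 1.6% in WT and from 1.72% to 1.51% in KO. Against autosomal windows of the same GC content, the percentage for chromosome X fell from 57.9 to 48.9 in WT and from 52.2 to 46.3 in KO, and the smaller fall was -5.91. Over the 4 ES and 4 RA libraries the exact permutation p of this measure was 0.0286. This test pools the genotypes. At each stage both KO libraries lay below both WT libraries, in this measure and in the share of reads. Outside the windows with the most H3K27me3 the share differed by -0.20 percentage points (exact permutation p = 0.0571). GC content thus did not account for the fall. Loss of an X chromosome in part of the cells and sequencing batch were not tested, and no biological explanation was tested.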

How the results depend on the processing

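All tests under the alternatives that are called added here were chosen only after the result was seen, and the other alternatives were set in advance. Counts are of promoters past an FDR of 0.05, and the cause of a change was not tested unless a value is given for it.

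With the quasi-likelihood test of edgeR, 97 promoters had increased H3K4me3 in KO RA. It called 0 promoters with increased H3K27me3 in KO RA (1121 at an unadjusted p under 0.05), 0 in KO ES (871) and 0 in the interaction (1937). Its other counts stayed within 1.5 times those of the likelihood ratio test. DESeq2 called 31 losses and 64 gains of H3K27me3 in WT, 105 and 216 in KO, and 8 reduced and 1 increased H3K4me3 promoters. It called 0 increased promoters in KO RA (195 at an unadjusted p under 0.05), 0 in KO ES (210) and 0 in the interaction (493). An added fit gave edgeR's dispersions to DESeq2, and called 120 losses and 255 gains in WT, 429 and 709 in KO, and 156 reduced and 155 increased H3K4me3 promoters. Each of these counts thus came within 1.5 times its edgeR value once the dispersions were exchanged. For windows with 100 to 200 reads the median dispersion in DESeq2 and edgeR was 0.0114 and 0.000601 for H3K4me3, 0.0195 and 0.00874 for KO H3K27me3 and 0.0387 and 0.0352 for WT H3K27me3, so in WT the medians were close at this depth. With edgeR's dispersions, DESeq2 still called 0 promoters with increased H3K27me3 in KO RA (1201 unadjusted) and 0 in KO ES (1106). Added fits of DESeq2 with a constant dispersion trend called 0 losses (139 unadjusted) and 0 gains (271) in WT, 0 (256) and 0 (252) in KO, 3 reduced and 1 increased H3K4me3 promoters, and 0 promoters with increased H3K27me3 in KO RA (36) and KO ES (158). Added independent filtering gave 64 losses and 160 gains in WT, 209 and 418 in KO, 13 reduced and 3 increased H3K4me3 promoters, and 0 promoters with increased H3K27me3 in KO RA (195) and KO ES (210). The cause of these last changes was not tested.

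With at least 10 counts in every library, there were 258 losses and 590 gains in WT, 250 promoters with increased H3K4me3, 1 with reduced H3K27me3 in KO ES and 0 in the interaction (579 at an unadjusted p under 0.05). Among the promoters with the most signal there were 82 losses and 61 gains in WT, 156 and 308 in KO, 0 increases of H3K27me3 in KO RA (40 unadjusted) and KO ES (11), and 0 in the interaction (31). With all 8 H3K27me3 libraries in a single fit there were 258 losses and 474 gains in WT and 302 and 436 in KO. That fit called 0 increases in KO RA (960 unadjusted), and in KO ES 8 increased and 8 reduced promoters. The older dispersion functions of edgeR called 3 promoters in the interaction. For these settings the cause was not tested.

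With the replicate number as a block there were 98 losses in WT, and 0 increases of H3K27me3 in KO RA (1207 at an unadjusted p under 0.05) and KO ES (1199). The deviations of same-numbered H3K27me3 libraries correlated between -0.042 and 0.03, so the block did not follow a pairing. The added GC correction called 0 increases in KO RA (1303) and KO ES (1181). With both together, also added, there were 75 losses in WT, 0 increases in KO RA (1205) and KO ES (1140) and 0 in the interaction (2127). The cause was not tested. Library totals without TMM factors, distinct windows and the added removal of the 10 rows with the most reads left every count within 1.5 times its value. Losses and gains of H3K27me3 with RA and changes of H3K4me3 in both directions were called under every setting except DESeq2 with a constant trend for H3K27me3. The number of promoters with reduced H3K27me3 in KO RA was 0 under all settings run, with 41 to 1271 promoters at an unadjusted p under 0.05. Leaving out a library leaves 1 in a group, so no count of promoters is given for those fits.

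Over the promoter lists, H3K27me3 in KO RA against WT RA changed sign over Table S1 with the promoters past an FDR of 0.05 here in place of the table (-0.0185). H3K4me3 over Table S1 changed sign with the median over windows (-0.088) and with the promoters past an FDR of 0.05 here (-0.019). The median also changed the sign of H3K4me3 over proximal *Hox* promoters (-0.0066), a comparison added after the data were seen. The fall in the share of reads on chromosome X was -0.20 percentage points (exact permutation p = 0.0571) outside the windows with the most H3K27me3. In each case the cause was not tested.

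Leaving out single libraries gave the following ranges of log2 ratios. For WT RA against WT ES they were -1.51 to -1.02 over Table S1, -0.43 to -0.065 over Table S2, -1.63 to -1.20 over proximal *Hox* promoters and -0.30 to 0.29 over distal ones. The distal ratio was 0.29 without WT ES replicate 1 and 0.079 without WT RA replicate 1. H3K27me3 in KO ES against WT ES ranged from -0.14 (without WT ES replicate 2) to 0.31 over Table S1 and from -0.28 to 0.15 over the added set of 1141 promoters (0.15 without WT ES replicate 1). H3K27me3 in KO RA against WT RA ranged from -0.12 to 0.038 over the added set of 1141 (0.038 without WT RA replicate 2). H3K4me3 ranged from 0.0016 to 0.025 over Table S1, from 8e-04 to 0.067 over proximal *Hox* promoters and from -0.0144 to -0.0062 over the added set of 19140. The share on chromosome X ranged from -0.30 to -0.21 percentage points. The falls of H3K27me3 with RA over Table S1 and proximal *Hox* promoters and the higher H3K27me3 of KO RA over Table S2 kept their direction in all of these fits.

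Among 107 named gene results, the quasi-likelihood test left 79 the same and 28 no longer past the threshold, DESeq2 59 and 48, and the replicate block 90 and 17. The correlations of same-numbered libraries lay between -0.042 and 0.03. Library totals left 103 the same, took Tas2r117 in WT out of the calls, brought *Hoxa3* in WT in, and changed the sign at *Hoxd1* in WT and of H3K4me3 at *Hoxa6* (0.0028). Many of these windows hold few reads, which limits what they show. The log2 fold change of *Hoxd1* in WT was -0.008 with library totals. With single libraries left out it ranged from -0.065 (without WT RA replicate 2) to 0.15 in WT, with -0.044 without WT ES replicate 2, and from -0.038 to 0.26 in KO. At *Slc2a8* in WT it ranged from -1.02 to 0.16. In KO RA against WT RA, H3K4me3 ranged from -0.025 to 0.069 at *Foxa1*, from -0.11 to 0.018 at *Hoxa2*, from -0.021 to 0.685 at *Hoxa3*, from -0.0043 to 0.23 at *Hoxa5* and from -0.21 to 0.22 at *Hoxa6* (0.22 without WT RA replicate 1 and 0.01 without KO RA replicate 2). H3K27me3 ranged from -0.41 to 0.11 at *Pax6*, from -0.089 to 0.43 at *Ccnd2* and from -0.18 to 0.38 at *Nr2f2* (-0.18 without KO RA replicate 1 and -0.14 without WT RA replicate 1). Of the 428 values with single libraries left out, 363 moved by less than their standard error, 51 moved by more and 14 changed sign. The cause was not tested.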

Differences from the paper's values

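The tests that rest on DESeq2 with independent filtering and on the GC correction were chosen only after the result was seen. The paper's counts of promoters losing H3K27me3 also require a MACS peak, which could not be applied here.

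The paper's count of promoters losing H3K27me3 from ES to RA in WT is 54, and 151 were counted here. Of the paper's 54, 52 passed here, so the excess is 99 promoters outside its WT list. Whether these 99 lack a MACS peak could not be tested. A count near 54 under another setting thus does not explain the gap. Of the alternatives set before the data were examined, none came within 1.5 times the paper's count. DESeq2 gave 31, the promoters with the most ES signal 82, the replicate block 98, the quasi-likelihood test 113, distinct windows 146, the older dispersion functions 171, library totals 210, at least 10 counts 258 and all 8 libraries in a single fit 258. Same-numbered H3K27me3 libraries had correlations of deviations from -0.042 to 0.03, so the block did not follow a pairing. DESeq2 with independent filtering gave 64 and the replicate block with GC correction 75, both within 1.5 times the paper's 54, and both settings were chosen after seeing the values. The paper gives 50 genes for these promoters, and 136 identifiers were counted here. None of the alternatives set before the data were examined closed this gap, from 27 with DESeq2 and 76 with the promoters of most signal to 241 with all 8 libraries.

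For KO the paper's count is 109 promoters, and 493 were counted here. Of the paper's 109, 106 passed here, and the excess is 387 promoters outside its KO list, whose MACS peaks could not be examined. A count near 109 under another setting likewise does not explain this gap. With DESeq2 there were 105, and with the promoters of most signal 156, and these alternatives set before the data were examined fell within 1.5 times the paper's count. The others did not, with 302 for all 8 libraries, 339 for the quasi-likelihood test, 457 for the replicate block, 486 for distinct windows, 512 for at least 10 counts, 527 for the older dispersion functions and 595 for library totals. The same-numbered KO ES and KO RA libraries had a correlation of deviations of 0.011. The paper gives 103 genes for these promoters, and 438 identifiers were counted here. DESeq2 gave 90 and the promoters of most signal 145, and the other alternatives gave 263 to 525.

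The paper states that proximal *Hox* genes lose H3K27me3 with RA. *Hoxa3* did not pass an FDR of 0.05 in WT (log2 fold change -0.95) or KO (-0.45), and in WT it passed with library totals in place of TMM. Its only window starts at 52162066, between those of *Hoxa6* (52157623) and *Hoxa7* (52167572). It thus does not cover the region between *Hoxa2* and *Hoxa4*. Neither of the 2 windows of *Hoxc6* passed in KO (-0.25 and -0.68), and *Hoxd1* had log2 fold changes of 0.041 in WT and 0.12 in KO. The *Hoxc6* window with -0.68 is listed for KO in Table S1 with nearly the same log2 fold change (-0.679). It differs only in the threshold, with an FDR of 0.0676 here. Of the 4 proximal *Hoxd* windows, 0 were called in WT and 1 in KO. The paper's comparison identified no promoter with a significant increase of H3K27me3 in KO RA over WT RA. Here 5 rows in 2 regions passed, with 0 by the quasi-likelihood test (1121 at an unadjusted p under 0.05). DESeq2, the replicate block, the promoters with the most signal and the fit of all 8 libraries also called 0. Library totals, distinct windows and the older dispersion functions called 5, and at least 10 counts in every library called 7. The paper's Methods describe edgeR at promoters with a MACS peak, and whether these rows have a peak could not be checked. The overlapping rows on chromosome 5 end at 113783323, near the window of *Aym1* (from 113785314), a gene of Table S3. Whether a peak of that table covers them was not examined. The paper's number of genes in Table S3 is larger than the 63 distinct names read from that table here.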

Other observations

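The tests of the promoters with increased H3K27me3 in KO RA were chosen only after the result was seen, and those of the larger number of losses in KO were chosen before their results.

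More promoters were called as losing H3K27me3 with RA in KO (493) than in WT (151), a ratio of 3.26. The replicate libraries of WT ES differed more than those of the other groups, with a chi-square per degree of freedom of 2.38 against 1.39 to 1.61. With all 8 H3K27me3 libraries sharing a dispersion, the counts were 302 and 258, a ratio of 1.17. Over Table S1 promoters the log2 change was -1.27 in KO and -1.29 in WT, a difference of 0.0266 with a replicate SD of 0.255. These promoters were listed for having fallen, and 387 of the 493 KO promoters lie outside the table, so larger falls in KO are not ruled out. With each KO library thinned to the depth of a WT library, 449 promoters were called in KO, 2.97 times the WT count, so depth did not account for the difference. The thinning procedure was corrected after a first value had been seen. A candidate explanation is the larger spread between the WT ES libraries, which raises the dispersion of the WT comparison. The excess cannot be told apart from larger falls in KO, the shared fit does not show which libraries matter, and whether the spread is technical was not tested.

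The 5 promoter rows with increased H3K27me3 in KO RA lie in 2 separate regions, so 4 of the calls are overlapping windows on chromosome 5. The quasi-likelihood test called 0 of them, with 1121 increased promoters at an unadjusted p under 0.05. Their FDR of 0.0424 in the likelihood ratio test lies near the threshold of 0.05, and the calls may follow from a choice of test near the threshold. No biological explanation was tested.

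Within the ES libraries and within the RA libraries, no single library stood apart in its share of H3K27me3 reads on chromosome X. The gap of the most distant library over the range of its group was 0.34 in ES and 0.164 in RA (n = 4 each). This measure looks for a single distant library and does not show a split by genotype. At each stage both KO libraries had a smaller share than both WT libraries. The means were 1.72% in KO and 1.92% in WT for ES, and 1.51% and 1.6% for RA.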
